# Cold-priming causes dampening of oxylipin biosynthesis and signalling during the early cold- and light-triggering response of *Arabidopsis thaliana*

**DOI:** 10.1093/jxb/erab314

**Published:** 2021-06-29

**Authors:** Andras Bittner, Bettina Hause, Margarete Baier

**Keywords:** Cold, high light, jasmonic acid, memory, OPDA, oxylipin, plastid signalling, priming, *tAPX*, *ZAT10*

## Abstract

Cold-priming uncouples cold and light regulation of otherwise tightly co-regulated genes. In this study, we focused on the early regulatory processes in Arabidopsis within the first 2 h in cold and in high light after a 5-d lag-phase at 20 °C and 24 h cold-priming at 4 °C. Priming quickly modified gene expression in a trigger-specific manner. In the early stress-response phase during cold and high-light triggering, it reduced the regulatory amplitudes of many up- and down-regulated genes. A third of the priming-regulated genes were jasmonate-sensitive, including the full set of genes required for oxylipin biosynthesis. Analysis of wild-type and mutant plants based on qPCR demonstrated that biosynthesis of the jasmonic acid (JA) precursor 12-oxo phytenoic acid (OPDA) relative to the availability of JA dampened the response of the genes for oxylipin biosynthesis. In oxylipin biosynthetic mutants, cold-priming more strongly affected genes involved in the biosynthesis of OPDA than in its conversion to JA. In addition, priming-dependent dampening of the triggering response was more linked to OPDA than to regulation of the JA concentration. Spray application of OPDA prior to triggering counteracted the priming effect. Regulation of the oxylipin hub was controlled by modulation of the oxylipin-sensitivity of the genes for OPDA biosynthesis, but it was insensitive to priming-induced accumulation of thylakoid ascorbate peroxidase, thus identifying a parallel-acting cold-priming pathway.

## Introduction

Priming is a highly versatile process that prepares plants to respond more effectively to changes in conditions, whether by making the response greater or faster, or enabling a more specific response to occur (Crisp *et al.*, 2016; Hilker *et al.*, 2016; Avramova, 2019; Baier *et al.*, 2019). The priming memory is imprinted by the experience of stress and stores information for days under non-stress conditions (Ding *et al.*, 2013; van Buer *et al.*, 2019). In one of the early studies on cold-priming of Arabidopsis in the vegetative stage, priming was still referred to as ‘cold acclimation’ (Byun *et al.*, 2014); however, acclimation (according to the current definition) is a process of sequential adjustment of gene expression and physiological processes to an enduring stimulus. Byun *et al.* (2014) showed that genes that respond to 24 h at 0 °C return to pre-stress levels of expression within hours after transfer to 23 °C. Application of a second (triggering) stimulus of 0 °C after a lag-phase (memory phase) of 72 h at 23 °C then results in an improved tolerance to 2 h at –2 °C, and causes greater cold-induction of genes involved in dehydration stress control, calcium signalling, chloroplast protein synthesis, and lipid metabolism.

Subsequent studies have shown that a 24-h temperature shift from 20 °C to 4 °C under short-day conditions does not support cold-activation of *CBF*s (encoding C-repeat binding factors) or their target genes in Arabidopsis upon cold-triggering at 4 °C after a lag-phase of 5 d at 20 °C in 4-week-old plants (van Buer *et al.*, 2016), but it does result in higher expression of defence-regulated genes (Bittner *et al.*, 2020) and in decreased susceptibility to pathogens (Griebel *et al.*, 2020, Preprint). The same genes are not induced in cold-primed plants by heat-filtered, high-light conditions, and some are even inversely regulated by cold-priming in response to the high light, for example the pathogen responsive genes *PR4* (At3g04720) and *PCC1* (At3g22231) (Bittner *et al.*, 2020). Other genes are only priming-sensitive in the cold, but not in the light, for example the light- and cold-inducible genes for the stress-signalling mediating zinc-finger transcription factors ZAT6 (At5g04340), ZAT10 (At1g27730; *STZ*), and ZAT12 (At5g59820) (Bittner *et al.*, 2020). Although epigenetic regulation by DNA and/or histone acetylation or methylation can mediate priming (Hilker *et al.*, 2016; Avramova, 2019; Baier *et al.*, 2019; Friedrich *et al.*, 2019), the majority of shifts in gene expression after short abiotic priming events result from transcriptional regulation, for example after 2 h of dehydration stress, 60 min of excess light, or 24 h of cold (Ding *et al.*, 2013; Ganguly *et al.*, 2019; van Buer *et al.*, 2019; Bittner *et al.*, 2020). Comparisons of the light and cold responses after cold-priming of plants has demonstrated that priming uncouples otherwise tightly linked transcriptional regulation (Bittner *et al.*, 2020). Based on results such as these, we have hypothesized that the priming memory integrates into trigger-specific signalling and modifies it (Bittner *et al.*, 2020).

To gain further insights into the early mechanisms of priming-dependent regulation of gene expression, we have refined our previous experiments and investigated the impact of cold-priming on regulation of gene expression by cold and heat-filtered, high light across 2-h time-courses. We show that the priming memory quickly dampens the response of genes that are essential for activation of biosynthesis of the jasmonic acid precursor oxylipin under stressful conditions and causes trigger-specific regulation of gene expression.

## Materials and methods

### Plant material and growth conditions

In this study we used *Arabidopsis thaliana* Col-0 (N1092; obtained from the Nottingham Arabidopsis Stock Centre) and lines of *AOS*-knockout (KO; SALK_017756; Matschi *et al.*, 2015), *OPR3*-KO (SALK_201355; obtained from the Nottingham Arabidopsis Stock Centre), thylakoid ascorbate peroxidase (*tAPX*)-KO (SALK_027804), the estradiol-inducible *tAPX*-iRNAi (inducible RNAi), and the estradiol-inducible *tAPX*-iOE (inducible overexpression), which have previously been described by van Buer *et al.* (2019). Plants were cultivated in a randomized design in individual pots containing standardized soil made up of 70 volumes ‘Topferde’ (Einheitserde, Sinntal-Altengronau, Germany), 70 volumes ‘Pikiererde’ (Einheitserde, Sinntal-Altengronau, Germany), 25 volumes Perligran Classic (Knauf, Germany) and supplemented with 0.5 g l^−1^ dolomite lime (Deutsche Raiffeisen-Warenzentrale, Germany). They were grown under a regime of 10/14 h light/dark at 20±2 °C and a photon flux density of 100–110 μmol m^−2^ s^−1^ (identical to the conditions used by Bittner *et al.*, 2020). For priming, at 2.5 h after the onset of the light period, 28-d-old plants were transferred to a cold chamber at 4±2 °C under identical light conditions. The distance between the plants and the neon tubes was adjusted throughout the experiment in order to maintain the same light intensity. In common with our previous study (Bittner *et al.*, 2020), the temperature sensor that controlled the chamber settings was placed at the height of the plants. The actual leaf top temperature was monitored with an infrared thermometer. After exactly 24 h of priming, the plants were quickly transferred back to the chamber at 20 °C and randomized with the non-primed plants. After 5 d, and again at 2.5 h after the onset of the light period, 20% of the primed and 20% of the non-primed plants were transferred back to the cold chamber at 4 °C for cold-triggering (Fig. 1). The same numbers of plants were exposed to 20 °C under heat-filtered, high light with a photon flux density of 800 µmol m^–2^ s^–1^ (R7-s 500 W, Emil Lux GmbH Wermelskirchen, Germany) for light-triggering, as described previously (Bittner *et al.*, 2020. Entire rosettes of plants were sampled for RNA-sequencing (RNA-seq) at 0, 30, 60, and 120 min of the triggering treatments.

**Fig. 1.**
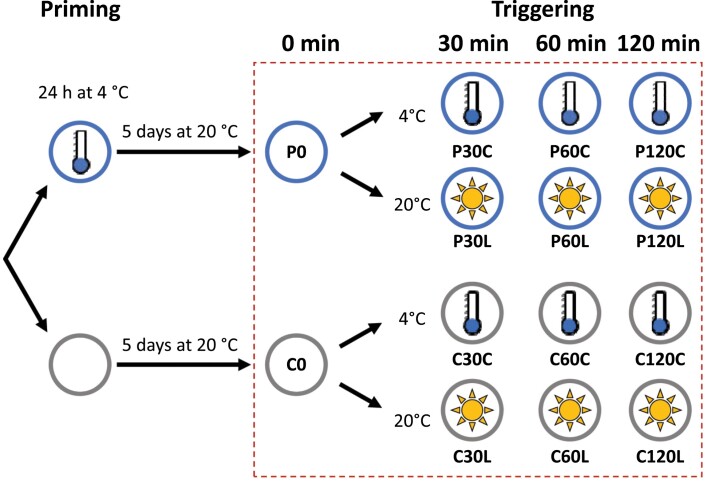
Schematic diagram of the experimental set-up. At 28 d old, half the plants were cold-primed for 24 h at 4 °C. All plants were then grown for a further 5 d under normal conditions (lag phase; 20 °C, 100–110 µmol m^-2^ s^-1^). Entire rosettes of primed (P) and control (C) plants were sampled for RNA-sequencing immediately before the start of the triggering treatments (0 min). The remaining plants were then subjected to either cold-triggering at 4 °C and 100 µmol quanta m^–2^ s^–1^ (C suffix) or light-triggering at 20 °C and 800 µmol m^–2^ s^–1^ using heat-filtered light (L suffix) and samples were taken at 30, 60, and 120 min.

The SALK lines and the estradiol-inducible lines were tested using PCR for identity and homozygosity prior to use (Supplementary Table S1). The *OPR3* T-DNA insertion line was additionally tested using quantitative (q)PCR for the effect of the insertion on the transcript level (Supplementary Fig. S1) as no such data were available from previous studies.

### Isolation of RNA, and cDNA library construction and sequencing

Complete rosettes of five plants were harvested and pooled to form one replicate, and immediately frozen in liquid nitrogen. RNA was extracted from 100 mg mixed and ground plant material using a Gene Matrix Universal RNA Purification Kit (EURx, Gdansk, Poland) combined with a DNase treatment. After dissolving the RNA in RNAse-free H_2_O, the integrity was assessed electrophoretically on a 2% (w/v) agarose gel supplemented with 1% (v/v) formaldehyde.

For preparation of the cDNA libraries, mRNAs were enriched using Oligo(dT) magnetic beads and depleted for rRNA according to the standard procedures of the Beijing Genomic Institute (BGI, Beijing, China). Random cDNA fragments were synthesized by reverse transcription and amplified with random hexamer primers. The double-stranded cDNAs were 5´-end repaired and 3´- poly-A-tailed to enable hybridization with an oligo(dT) adapter. Following amplification of the adapter-linked DNA with adapter-specific primers, the cDNAs were sequenced by the BGI institute using a BGI-Seq-500 platform (paired-end, 100 bp length).

### Data processing

Reads with more than 5% unknown bases or with less than 80% of high-quality bases were removed from the primary data set. The remaining ‘clean reads’ were aligned to the TAIR10 reference genome using Bowtie2 (v.2.2; Langmead and Salzberg, 2012) and normalized against the total number of reads and the gene lengths (fragments per kilobase of exon per million reads mapped, FPKM) using the RSEM package (version 1.2.12).

To enable normalization of the data, the FPKM threshold in C0 and P0 plants (Fig. 1) was set to at least 0.5. In addition, genes that were generally weakly expressed were filtered out by removing those with a mean FPKM <2. The threshold for minimal response to the triggering stimulus and the minimal priming effect during triggering was set to 1.5. Finally, we removed any remaining genes for miscellaneous RNAs, RNAs representing uncharacterized or hypothetical proteins, and non-coding RNAs.

### Analysis of the RNA-seq data

We used the beta-version of ClustVis (Metsalu and Vilo, 2015) to perform principal component analysis by single-value decomposition after unit-variance scaling of the non-transformed FPKM values, heatmapping with row-centred colouring, and hierarchical clustering of the FPKM values normalized to the C0 treatment value based on Pearson confidence combined with pairwise distance comparisons. All additional heatmaps were generated with C0-normalized data in Microsoft Excel using a bidirectional symmetric colouring scheme centred in white on 0.

Hierarchical clustering of the enriched gene ontology (GO) annotations was performed using ShinyGO (Ge *et al.*, 2020), which uses the annotations of Ensembl and STRING-db, with thresholds for the error probability according to Fisher’s’ *t*-test of <0.05 and a false-discovery rate (FDR) of <0.01.

Gene groups were analysed for overlaps using the online tool for drawing Venn diagrams offered by the University of Gent (http://bioinformatics.psb.ugent.be/webtools/Venn/).

### Analysis of transcript levels by qPCR

Complete rosettes of five plants were harvested and pooled to form one replicate, and immediately frozen in liquid nitrogen. For each replicate, RNA was extracted as described above and transcribed into cDNA using Oligo(dT) primers combined with random hexamer primers. For all treatments, at least three biological replicates were analysed. Reverse transcription was carried out for 2 h at 37 °C using a High Capacity Reverse Transcription Kit (Applied Biosystems). The reaction was stopped by 5 min incubation at 85 °C. qPCR was performed for each sample with three technical replicates on a CFX96 real-time system (Bio-Rad) with 50 ng template cDNA. The amplification process was monitored fluorometrically with SYBR Green (Sigma-Aldrich). The qualities of the primer-specific reaction mixes and qPCR runs were evaluated based on the *C*_T_ values for reference samples. All transcript levels were normalized against the geometric mean of the transcript abundances of the reference genes *YLS8* (At5g08290) and *CYP5* (At2g29960). Where applicable, all primers were designed to span exon–intron borders using the QUANTPRIME software (Arvidsson *et al.*, 2008). Their specificities were assessed based on the melting curves after 40 cycles. All the primers used for qPCR are listed in Supplementary Table S2.

### Determination of contents of OPDA, JA, and JA-Ile

The contents of jasmonic acid (JA), JA-conjugated with isoleucine (JA-Ile), and the JA precursor 12-oxo phytenoic acid (OPDA) were quantified using ultra-performance liquid chromatography coupled with tandem mass spectrometry (UPLC-MS/MS) according to the method described by Balcke *et al.* (2012). Samples of ~50 mg of frozen middle-aged leaves (according to van Buer *et al.*, 2019) were homogenized in 500 μl methanol supplemented with 50 ng [^2^ H_5_]-OPDA, 50 ng [^2^ H_6_]-JA, and 50 ng [^2^ H_2_]-JA-Ile as internal standards. After sedimentation of insoluble plant material, the supernatant was diluted with nine volumes of water, passed through HR-XC columns (Macherey-Nagel) for solid-phase extraction, and eluted with 900 μl acetonitrile. Then, 10 μl of the eluate was subjected to UPLC-MS/MS. The OPDA, JA and JA-Ile contents were calculated based on the signals of the internal standard and the exact fresh weight used for extraction of each sample.

### Induction of estradiol-regulated expression in the *tAPX*-iOE and the *tAPX*-iRNAi lines

Transgene expression was induced in the *tAPX*-iOE lines without any cold treatment and in the *tAPX*-iRNAi lines immediately after cold-priming by spraying the plants at 20 °C from the top with 100 μM estradiol (Carl Roth GmbH + Co. KG, Karlsruhe, Germany) dissolved in 0.8% (v/v) DMSO and supplemented with 0.01% (v/v) Tween, as described by van Buer *et al.* (2019). Control plants were sprayed with a mock solution containing DMSO and Tween only.

### OPDA and JA spraying treatments

Plants were sprayed with 100 µM (3RS, 7RS)-(+/–)-–jasmonic acid (J0936; Duchefa, Haarlem, Netherlands) or 10 µM OPDA (8-{(1S,5S)-4-Oxo-5-[(2Z)-2-penten-1-yl]-2-cyclopenten-1-yl}octanoic acid; Cayman chemicals, Ann Arbor, USA) in 0.1% (v/v) ethanol 2 h before triggering and leaves were sampled after 1 h of triggering. Control plants were mock-treated with ethanol only.

### Statistical analysis

Construction of box-plots and multiple comparisons using ANOVA followed by Tukey–Kramer *post hoc* tests were performed in R v.4.0.4. Pearson correlation coefficients were calculated and depicted using PAST3 v.1.0 (Harper and Ryan, 2001). Student’s *t*-test was used for pairwise comparisons.

## Results

### Generation, selection, and evaluation of RNA-seq data

To screen Arabidopsis for priming-dependent regulation, 4-week-old plants were exposed for 24 h to 4 °C, returned to 20 °C for 5 d, and then subjected to triggering either by exposure to cold (4 °C) or high light (800 µmol m^–2^ s^–1^; Fig. 1). The changes in the transcriptome were examined from 0–120 min during exposure to the triggering conditions. 

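The RNA-seq part of the experiment covers 14 conditions with 1 library each. Control plants (C) and plants primed for 24 h at 4 °C (P) were harvested 5 d later, either before triggering (C0 and P0) or after 30, 60 and 120 min of cold or high light. No condition has a replicate library, and no difference between libraries below carries a p-value. Each library was made from 5 pooled rosettes according to the methods, while the sample labels state at least 5. Triggering began 2.5 h after light onset according to the methods, and the labels place the sampling of untriggered plants 2 h after it; no value below depends on either. Table S3 lists 58.26 M (P120C) to 89.86 M (P30L) raw reads per library, with a median of 71.78 M, and these are the depths used here. The methods name Bowtie2 and RSEM for alignment and quantification, whereas the submitters' processing notes name HISAT2; the FPKM values of the authors' table were used as they stand.
A gene was analysed when its FPKM was at least 0.5 in C0 and P0 and at least 2 as the mean of all libraries, which 15001 of the 27861 listed genes (53.8%) reached. The response to a trigger is the ratio C/C0, and the priming effect is the ratio of primed to control plants at the same time and trigger (P/C). Untriggered plants were harvested only at the start, so C/C0 also holds any change with time of day. "Rose" and "fell" are used where a ratio passed 1.5-fold, and log2 ratios are given throughout. Groups such as JA biosynthesis were read as 16 fixed gene lists, whose median was ranked among 10000 random lists of genes with similar mean FPKM. Such a percentile describes these 14 libraries and not other plants. Several lists hold genes that the study picked out from these same libraries, and for these lists it is no independent evidence.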

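The most abundant transcripts in C0 plants were those of the small Rubisco subunit RBCS1A (FPKM 22446) and the antenna protein LHCB1.3 (19744). In the same library MYC2 stood at 65.8, LOX2 at 251 and CBF1 at 0.5. FPKM values added up to 0.701 M to 0.745 M per library, and 4010 to 5068 genes were listed at 0. For the weakest genes the smallest step between FPKM values mirrors the number of reads. Over 148 to 220 such genes per library, depth read from these steps was 0.981 to 1.02 times the depth in Table S3. The 10 most abundant genes held 11.3% to 14.2% of the FPKM sum. The median gene of each library lay between -0.12 and 0.00 of its C0 level on the log2 scale.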

Pair-end sequencing of cDNA libraries yielded 56.2–85.2 million reads per sample (Supplementary Table S3), of which 96.1–96.6% could be aligned to 27 860 transcript identities in the TAIR10 reference genome.

If the expression intensity for a large number of genes suddenly changes, as in the response to sudden exposure to cold or high light (Hahn *et al.*, 2013; Crisp *et al.*, 2017), it can cause a bias in the transcriptome. We found that when the FPKM values for eight widely constitutively expressed genes (*At1g13320*, *At1g07920*, *At2g28390*, *At2g29960*, *At4g27960*, *At4g33380*, *At5g46630*, and *At5g08290*; Weber *et al.*, 2004; Han *et al.*, 2013) were normalised to the C0 value across all the individual treatments, the overall mean was 1.02±0.05 (±SD) (Supplementary Table S4). 

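UBC9, a ubiquitin-conjugating enzyme, had the highest mean ratio to C0 (1.11) of the 8 genes, and the cyclophilin CYP5 the lowest (0.959). Their mean was 1.02 with an SD of 0.0535 over the 8 genes. GTP-EF moved from 328 in C0 to 431 FPKM after 120 min of high light, and YLS8 from 78.4 to 68.0 after 60 min. None of the 8 passed 1.5-fold between primed and control plants at any time. The mean of the 8 genes differed between libraries, from 0.941 in C30C to 1.14 in P120L. Dividing each library by its mean moved the median gene by -0.11 for P60C/C60C, -0.18 for P60L/P0, -0.11 for C120L/C0 and -0.23 for P120L/P0, and by 0.1 or less in all other comparisons.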

Being very close to one, this value excludes the possibility of there being technical bias in the results. As an additional control, we examined the transcript levels of 20 genes that have previously been defined as ‘first-wave’ cold-responsive genes (Park *et al.*, 2015) and that were represented with an FPKM of at least 0.5 in C0 plants, and found that considerable accumulation had occurred following the first 30 min of cold exposure (C30C/C0; Supplementary Fig. S2). 

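Transcripts of CBF2 rose from 2.04 FPKM in C0 to 71.7 after 30 min of cold, those of CBF1 by 4.70 on the log2 scale, and those of ZAT12 from 2.80 to 12.8. RAV1 rose by 2.43 and ERF5 by 2.79 on the log2 scale. CBF1, CBF2 and CBF3 lie side by side in TAIR10.1 (CBF1 on chromosome 4 from 13021780 to 13022996, CBF2 on chromosome 4 from 13015250 to 13016235, CBF3 on chromosome 4 from 13018010 to 13019400), and CBF3 rose by 5.48. Of 21 measured transcription factors of the early cold response, 20 rose within 30 min, with a median of 1.89. All 21 had risen by 60 min (median 2.14) and 19 stayed higher at 120 min (2.65). The exception at 30 min was HSFC1, at 0.31. This list was fixed from general knowledge of the CBF, ZAT and ERF families and is not the list of 20 genes used by the study.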

Across the whole the transcriptome, 88% of the genes previously described as being cold-induced after 3 h at 0 °C (Lee *et al.*, 2005) were up-regulated by at least 1.5-fold following the first hour at 4 °C (C60C/C0; Supplementary Table S5A). 

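The cold-regulated (COR) genes, many of them CBF targets, followed later than the transcription factors. KIN1 and COR15A stood at 0.23 and 0.29 after 60 min of cold, and COR15A rose from 620.0 to 1433 FPKM by 120 min. Of 11 COR genes, 2 were higher than in C0 at 30 min (median 0.44), 6 at 60 min (0.65) and all 11 at 120 min (1.56). Among the genes with the largest mean cold response were CBF3 (6.87), CBF2 (5.62) and the pectin methylesterase inhibitor AT5G62360 (4.58). Transcripts of the heat shock factor HSFA2 (-3.51) and of its partner gene MBF1C (-2.08) fell. Aliphatic glucosinolate genes also fell early, 14 of 18 at 30 min (median -0.88).
In all, 607 genes rose and 805 fell after 30 min of cold, 964 and 660 after 60 min, and 1194 and 1345 after 120 min. The split depends on the processing. Scaled by the reference genes, 722 rose and 532 fell at 30 min and 1114 and 475 at 60 min, and scaled by median ratios 701 and 604 at 30 min and 1331 and 1128 at 120 min. At 2-fold 635 rose and 393 fell at 120 min. Without a filter on mean FPKM 1181 rose and 1223 fell at 60 min.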

After 60 min in heat-filtered, high light, more than two-thirds of genes that have previously been identified as being regulated by high light (Crisp *et al.*, 2017; but note it was not heat-filtered) were up- or down-regulated by at least 1.5-fold (C60L/C0; Supplementary Table S5B). 

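Small heat shock proteins gave the largest light responses of control plants. HSP17.6II rose from 0.8 to 329 FPKM within 60 min and AT2G29500, another HSP20-like chaperone, from 0.77 to 306. Over the 3 times the mean light response of PIL1, a bHLH factor induced by shade, was 5.44. The F-box kelch gene AT1G80440 fell (-4.16), as did OFP16 (-3.81), the trehalose phosphate synthase gene TPS8 (-3.50) and BBX14 (-3.57). Of 14 measured genes for heat shock proteins and their regulators, 14 rose by 60 min (median 4.54) and 13 had done so by 30 min. The antenna and Rubisco genes held their level, and only 2 of 18 fell by 120 min (median -0.20).
High light changed more genes than cold, at 30 min only with a filter on mean FPKM: 598 rose and 1037 fell at 30 min, 1518 and 1582 at 60 min, and 1989 and 2555 at 120 min. Without that filter 796 rose and 1687 fell at 30 min of light, and 748 and 1810 at 30 min of cold. The light split became 1596 and 3319 at 120 min with reference gene scaling and turned to 1613 and 1468 at 60 min with median ratio scaling.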

We performed qPCR after reverse-transcription of mRNA in the RNA samples from three independently cultivated and treated sets of plants and the results confirmed the reliability of the RNA-seq data (Supplementary Fig. S3).

Our RNA-seq time-course experiment served us as a tool to filter the transcriptome for priming regulation. False-positive effects were minimized by setting the threshold to 1.5-fold change (higher or lower than the relevant control level) for defining genes as being priming-regulated during triggering. This value corresponds to twice the maximum amplitude observed using qPCR for the most variable of the genes, that were suggested by Han *et al.* (2013) as constitutively expressed (Supplementary Table S4). This threshold provides a very strong and highly stringent filter, to the extent that even some previously identified primable genes did not pass it, for example *ZAT10*, *ZAT6*, and *ZAT12* (van Buer *et al.*, 2016, 2019; Bittner *et al.*, 2020) (Supplementary Table S4), although qPCR analysis showed that they were primed (Fig. 2). 

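In these libraries ZAT10 stood at 69.9 FPKM in control and 58.0 in primed plants after 30 min of cold, starting from 9.33 in C0. ZAT12 stood at 12.8 and 11.8 after 60 min. The zinc finger proteins ZAT6, ZAT10 and ZAT12 act early in several stress responses. Their log2 P/C values stayed inside the 1.5-fold limit at every time of cold: -0.27, -0.10 and -0.24 for ZAT10, -0.01, 0.11 and -0.06 for ZAT6, and -0.13, -0.12 and -0.11 for ZAT12. Before triggering, ZAT12 was lower in primed plants (-0.83).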

Transcript levels of *CBF2* (*At4g25470*) increased gradually (similar to the pattern observed for *ZAT6*), but no priming effect was observed during the 2-h course of the experiment.

**Fig. 2.**
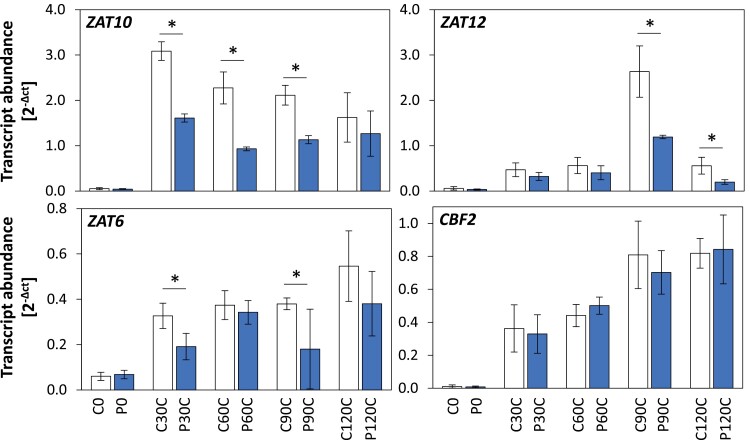
Priming-dependent expression of *ZAT10*, *ZAT12*, *ZAT6*, and *CBF2* in Arabidopsis in response to cold-triggering. Plants were subjected to cold-priming at 4 °C for 24 h followed by 5 d under normal growth conditions at 20 °C, after which they were subjected to cold-triggering at 4 °C for 0–120 min. See Fig. 1 for treatments and abbreviations. Transcript abundances after 0, 30, 60, 90, and 120 min in control (C) and primed (P) plants were determined using qPCR and normalized on the geometric mean of the abundances of *YLS8* and *CYP5*. Significant differences between the control and cold-primed plants were determined using Student’s *t*-test: *P<0.05 (*n*=3–4).

We applied high thresholds in this study because the reliability of scoring genes as being regulated by priming was more important than determination of the precise number of primable genes. In addition, we excluded weakly expressed and weakly regulated genes by setting the minimum FPKM threshold in C0 and P0 to 0.5, the threshold for the mean FPKM over all 14 samples to 2, and the threshold for stressor-specific regulation to 1.5-fold after 30, 60, and 120 min of cold- or light-triggering (C30/C0; C60/C0, and C120/C0). 

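These limits remove several genes known from stress signalling. DAD1, which releases linolenic acid for JA synthesis, was listed at 0 in C0 and P0 and reached 6.57 FPKM in C60L. HSP21 and HSP22 were also at 0 in both, with 19.5 and 39.6 FPKM after 60 min of high light. The clock gene PRR5 rose from 0.11 to 339 FPKM in the cold but is left out because of its low start, and ERF1 (AT3G23240) is left out because P0 had only 0.17 FPKM. Of 27861 genes, 17848 had at least 0.5 FPKM in C0 and P0, and 15001 of these had a mean of at least 2. A response of at least 1.5-fold in control plants at any time and trigger was found for 6603. Being taken from the same C0 library, all C/C0 ratios share its chance deviations.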

Finally, we removed all data for 36 miscellaneous RNAs, 147 RNAs representing uncharacterized or hypothetical proteins, and 122 short non-coding RNAs as they would not give any information on functional gene categories in the final step of the analysis and would have required higher quality technical data for reliable analysis. 

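Genes such as LOX2, JAZ10, PR2 and HSP101 have in common that their transcripts responded to a trigger in control plants and differed at least 1.5-fold between primed and control plants at some time. That description fits 2008 of the analysed genes. Among them were 36 entries for miscellaneous RNAs, 132 for hypothetical or uncharacterized proteins and 122 for non-coding RNAs. Without these types 1718 genes remained, of which 1127 appear in the part of Table S6 used here. Leaving out the libraries of 30, 60 or 120 min brought the number to 1429, 1314 or 1374. Accepting a response of primed plants (P/P0) besides that of control plants (C/C0) gave 1882 genes, and this wider set held every gene of that part of Table S6.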

A total of 1860 genes with priming-dependent regulation of expression passed all these pre-selection criteria (Supplementary Table S6).

### Analysis of the priming effect on triggering responses

The transcriptomes of C0 and P0 plants obtained 5 d after priming and immediately before triggering were very similar (Fig. 3A), which was consistent with our previous study (Bittner *et al.*, 2020) and demonstrated that the plants generally recovered from priming-induced regulation of transcript abundance. 

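Before triggering, VSP2 stood at 33.3 FPKM in C0 and 4.61 in P0 plants, JAZ10 at 6.81 and 1.87, and PDF1.2c at 8.45 and 1.65. The nucleoside phosphatase gene AT1G14250 was lower as well (-2.54). In the other direction DDF1, a CBF-related factor, was higher in P0 by 1.72, as was CYP94B3, which hydroxylates JA-isoleucine (1.21). Of 51 measured genes of the 4 JA lists, 27 were lower in P0 and 1 was higher (median -0.72). Among them, 6 of 8 JA-responsive defence genes (median -1.26), 5 of 6 of JA catabolism (-0.86), 9 of 19 of JA signalling (-0.54) and 7 of 18 of JA biosynthesis (-0.31) were lower. No random list of similar genes had a median as low as that of JA signalling (percentile 0). COR genes, photosynthesis genes and the reference genes had medians near 0. Lower medians were not limited to the JA lists, with -0.36 for touch and rapid wounding and -0.34 for salicylic acid.
Taken over all analysed genes, 96.9% lay within 1.5-fold of each other in P0 and C0, with a correlation of log2 FPKM of 0.992. The remaining genes were mostly lower in P0: 402, against 64 that were higher. 

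**Figure D1:**
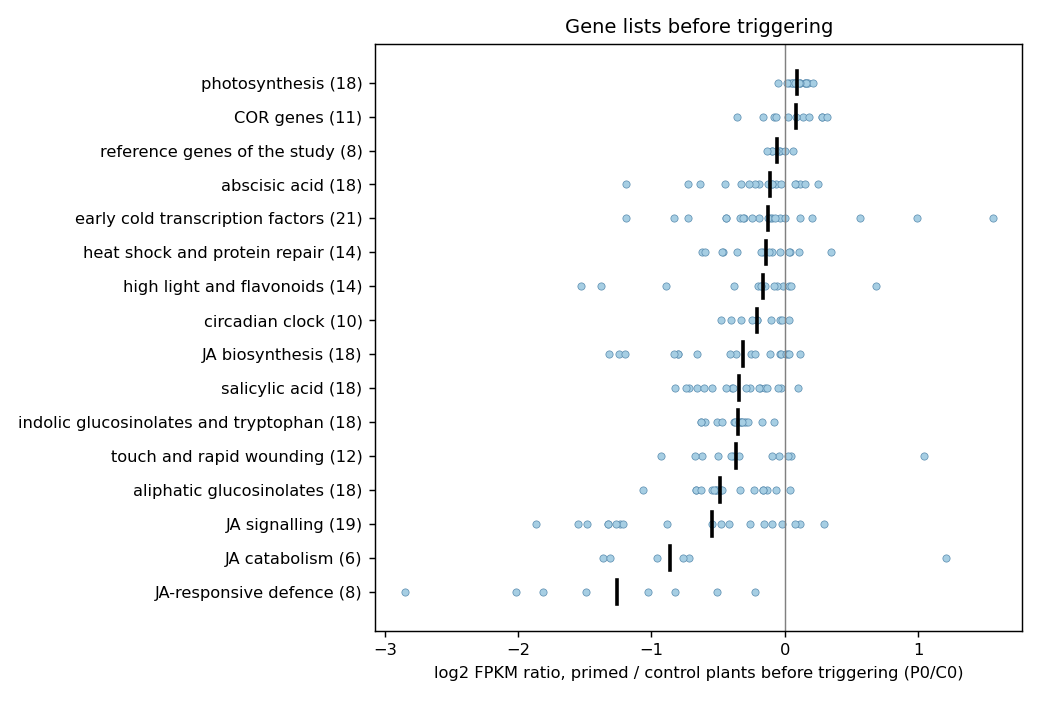
Log2 ratio of FPKM in primed to control plants before triggering (P0/C0) for each gene (dots) of 16 lists, with the number of measured genes in brackets and the list median as a bar. The JA lists lie to the left of 0, down to -1.26 for JA-responsive defence, while COR genes (0.09) and photosynthesis genes (0.09) lie close to it. Touch and rapid wounding (-0.36) and salicylic acid genes (-0.34) also lie to the left.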

Principal component analysis across all 14 samples identified the triggering stresses as the strongest drivers for separating the RNA-seq profiles (37.6% of the variance, PC1; Fig. 3A). 

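Genes with a trigger-specific response show what separates the libraries. HSP90.1 rose by 6.58 after 60 min of high light and stood at -0.35 after 60 min of cold, whereas RAV1 rose by 3.11 in the cold and stood at -0.19 in the light. In a principal component analysis of the 27438 genes detected in at least 1 library, scaled to unit variance, PC1 held 24.6% of the variance. Its scores ran from -76.4 (C30C) through -55.1 (P0) and -47.4 (C0) to 81.6 (C60L), 137 (P120L) and 159 (C120L). Cold and untriggered libraries thus lie together at the low end and long light exposure at the other. The share depends on the scaling. PC1 held 25.1% when log2(FPKM+1) values were scaled to unit variance, 44.8% when these were only centred, and 33.4% when genes with a mean FPKM of at least 2 were used.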

The duration of stress exposure was the second-highest variance component (19.2%, PC2). 

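GOLS3, a galactinol synthase gene of the CBF regulon, changed with time in either trigger, from 15.4 FPKM in C0 to 21.8 and 241 after 30 and 120 min of cold and 25.7 and 55.9 in the light. LTI30 rose by 1.40, 2.19 and 4.46 over the 3 times of cold. PC2 held 15.0% of the variance. C0 had a score of -64.5, C120C 79.8, P120C 119.5 and C120L 81.9, so long exposure to either trigger lies above the untriggered plants. P120L, at 28.3, lay lower than its control. At the earlier times of light, C30L (-58.4) and P60L (-23.4) lay above C0, and P30L (-73.4) and C60L (-70.9) below it. PC2 held 20.4% with centred log2 values and 18.0% with genes of at least 2 FPKM.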

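The transporter gene AT4G38250 had 2.42 FPKM in control and 11.2 in primed plants after 120 min of cold, and AT4G10500, an oxygenase of SA catabolism, 3.45 and 27.4 after 30 min. CSLA01, a cellulose synthase-like gene, had 295 and 65.0 FPKM after 120 min of light. Which time separates the groups most thus differs by gene and trigger. In the cold the SD of log2 P/C over all analysed genes was 0.253, 0.314 and 0.236 at 30, 60 and 120 min, compared with 0.233 for P0/C0. In the light it was 0.266, 0.322 and 0.359. The distance between primed and control libraries on the first 2 components was 7.75 before triggering, 13.7, 46.5 and 39.9 in the cold, and 17.2, 47.8 and 58.0 in the light. In the cold 60 min is therefore the time of the widest difference, and in the light 120 min.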

The P and C samples differed most after 60 min (Fig. 3). Many transcript levels were up-regulated in a priming-dependent manner after 30 min, especially in the light, whilst there was dampening of the response of many genes between 30 min and 60 min, both in the light and in the cold (Fig. 3B). 

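After 30 min of cold, AT4G10500 was higher in primed plants by 2.99, the metal transporter gene PCR1 by 2.04 and the chitinase gene AT2G43570 by 2.05. After 30 min of light, PDF1.2 was higher by 3.04 and DREB2A by 1.65. CSLA01 (-3.01) and CYP81F4 (-2.35), an enzyme of indolic glucosinolate synthesis, were lower in primed plants after 60 min of cold, and JAR1, which forms JA-isoleucine, after 60 min of light (-1.53).
Counted among genes with a response, 416 were higher and 143 lower in primed plants at 30 min of cold, and 343 and 118 at 30 min of light. At 60 min the balance had turned to 312 higher and 336 lower in the cold and 235 and 561 in the light. The reference gene scaling shifts the cold splits to 310 and 195 at 30 min and 189 and 475 at 60 min, and without a filter on mean FPKM the latter is 610 and 574. Measured from the level of each group before triggering, (P/P0)/(C/C0), higher values prevailed at both times, with 934 and 90 at 30 min and 684 and 165 at 60 min of cold and 841 and 149 and then 520 and 424 in the light. Of 138 single-gene priming effects past 1.5-fold named in this text, 81 remain past it on that scale, 38 fall inside it and 19 turn their sign. Much of the excess of lower genes thus depends on the P0/C0 ratio, which is shared by all times and triggers. A low P0 and a high C0 cannot be told apart with 1 library each.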

For many of these genes, the priming-effect was already manifested after 30 min in the cold. 

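IPMI2 and BCAT4, both of aliphatic glucosinolate synthesis, show an effect that was present at 30 min and gone at 60 min of cold (0.89 and 0.84, then 0.04 and -0.08). NIMIN1, which interacts with the SA receptor NPR1, stayed higher (2.13 and 1.22). JAZ9 was lower at both times (-1.04 and -1.17, turning to 0.29 and 0.16 from each group's own start). Of 336 genes lower in primed plants at 60 min of cold, 92 (27.4%) were lower at 30 min already, and of 312 higher genes 103 (33.0%) were higher. In the light, 16 of 561 (2.85%) were lower at 30 min already, while 80 went from higher at 30 min to lower at 60 min.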

The positive and negative priming effects on cold-triggering decreased between 60 min and 120 min, whilst the light-specific priming effects diversified. 

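PR5 and WRKY70 illustrate the return in the cold: higher in primed plants at 60 min by 0.95 and 0.72, they were at -0.07 and -0.01 at 120 min. LOX3 moved from -1.76 to -0.95. In the light, LOX3 went from -1.43 to -1.80 instead, and HSP101 from 0.19 to 1.84. At 120 min of cold 118 genes were higher and 180 lower past the threshold, and in the light 320 and 566 (227 and 652 with reference gene scaling). From each group's own start the splits were 465 and 108 in the cold and 663 and 360 in the light. Of the 180 genes, 112 (62.2%) were lower at 60 min too, and of the 566 genes 217 (38.3%). As shares of all analysed genes, 4.19%, 4.81% and 2.17% passed 1.5-fold at 30, 60 and 120 min of cold and 3.45%, 6.20% and 6.39% in the light.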

After 2 h, the transcriptomes showed the trigger-specific characteristics known from our previous analysis (Bittner *et al.*, 2020).

**Fig. 3.**
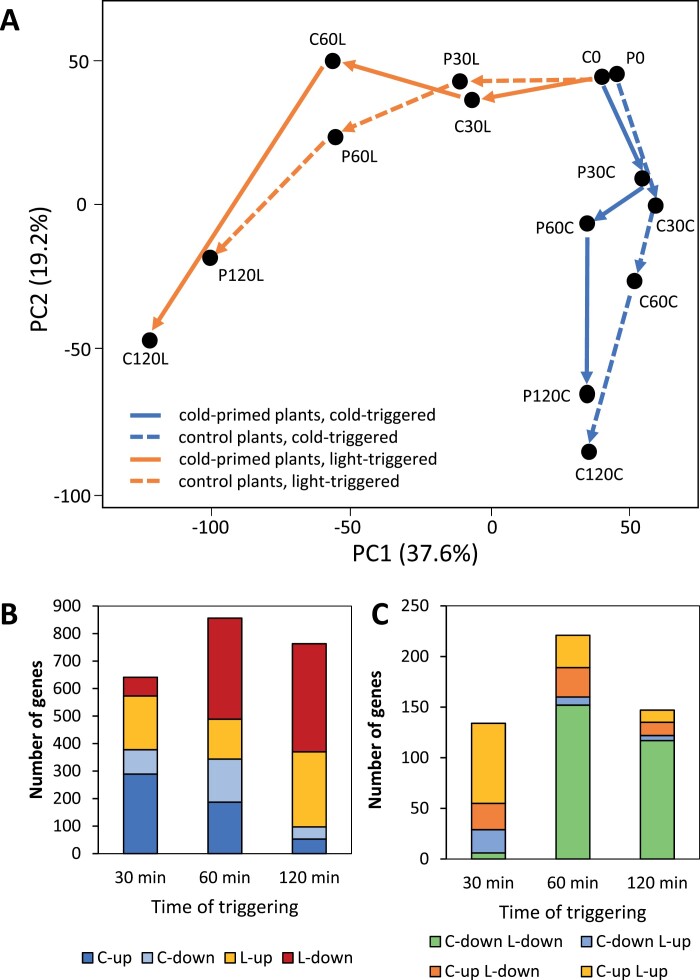
Genome-wide analysis of transcript variance and number of genes regulated by cold-priming during cold- and light-triggering in Arabidopsis. Plants were subjected to cold-priming at 4 °C for 24 h followed by 5 d under normal growth conditions at 20 °C, after which they were subjected to cold-triggering at 4 °C for 0–120 min. See Fig. 1 for treatments and abbreviations. (A) Principal component (PC) analysis of transcript levels based on single-value decomposition (SVD) of cold-primed (P) and control (C) plants during 2 h of cold- and light-triggering. (B) Numbers of genes significantly up- and down-regulated after 30–120 min of triggering by either light (L) or cold (C) in a priming-dependent manner (Primed>1.5×Control or Primed<1/1.5×Control) according to the RNA-seq data set, and (C) numbers of genes significantly up- and down-regulated after 30–120 min of triggering by light and cold in a priming-dependent manner.

To uncouple regulation during triggering from the absolute expression levels, the FPKM values of all genes were normalized to their C0 values. For functional characterization, the data were classified according to the trigger-specificity of the priming response and clustered according to the gene expression profiles. 

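ORA59 differed between primed and control plants in the cold only (-0.87 at 60 min, 0.03 in the light), HSP90.1 in the light only (1.26 at 30 min, 0.29 in the cold), and JAZ5 in both (-1.21 and -0.99 at 60 min, but 0.34 and 0.56 from each group's own start). Sorted in this way, the 1718 genes comprise 336 (19.6%) with a priming effect in the cold only, 822 (47.8%) in the light only and 560 (32.6%) in both. With the response filter widened to C/C0 or P/P0 the classes hold 376, 907 and 599 genes. A filter on C/C0 or P/C0, added after the data were seen, gave 362, 899 and 596, together 1857. With (P/P0)/(C/C0) as the priming effect, where cold and light share the P0 and C0 libraries, 867 genes changed under both triggers. A gene near the threshold can miss it under 1 trigger, so the classes are not sharply divided.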

Of the priming-sensitive genes that showed a response in the FPKM value of more than 1.5-fold in the P30/C30, P60/C60, and P120/C120 comparisons, 374 out of 1860 genes (20%) responded only to cold-triggering, 900 (48%) only to high light-triggering, and 586 (32%) to both cold- and light-triggering (Supplementary Table S6).

#### Genes showing priming effects during both cold- and light-triggering

These genes formed 10 clusters (referred to as CL-clusters; Fig. 4A, Supplementary Fig. S4A). The largest one of them, CL-cluster 4, grouped 290 cold- and light-inducible genes that were dampened in their response 5 d after cold-priming. 

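Among the genes of this cluster, TAT3, a tyrosine aminotransferase gene, had 117 FPKM in control and 21.9 in primed plants after 120 min of light, JOX2, a JA oxidase gene, 82.1 and 33.2 after 60 min of cold, and IGMT5, of indolic glucosinolate synthesis, 208 and 32.2 after 120 min of light. Of the 290 genes in control plants, 212 rose by 60 min of cold (median 1.00), 205 by 60 min of light (1.33) and 225 by 120 min of light (1.59). Primed plants had lower transcript levels of 245 genes at 60 min of cold (median P/C -0.84), of 120 at 120 min (-0.48), of 170 at 60 min of light (-0.66) and of 243 at 120 min (-1.07). The difference was present before triggering, when 160 of them were lower in P0 (median -0.65).
Measured from each group's own starting level, the median difference was -0.30 at 60 min and 0.11 at 120 min of cold and -0.03 and -0.41 in the light, so the fold induction of primed plants was lower at 60 min of cold and 120 min of light and not at the other times. The cluster was formed by the study from these same libraries and is no independent evidence for the effect.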

A total of 197 of these genes were JA-inducible and the vast majority of them respond quickly to JA (within 60 min; Supplementary Tables S6A, S7; Hickman *et al.*, 2017). This group included a full set of genes required for the oxylipin pathway leading to JA-biosynthesis, namely lipoxygenases (*LOX2–4*; *At3g45140*, *At1g17420*, and *At1g72520*), allene oxide synthase (*AOS*; *At5g42650*), allene oxide cyclases (*AOC1–3*; *At3g25760*, *At3g25770*, and *At3g25780*), OPC-8:0 CoA ligase1 (*OPCL1*; *At1G20510*), and oxophytodienoate-reductase (*OPR3*; *At2g06050*), or JA side-reactions (hydroperoxide lyase 1, *HPL1*; *At4g15440*)), and key elements of JA-signalling, such as JAZ proteins and WRKY transcriptions factors (Supplementary Table S6A, Table 1) (Feussner and Wasternack, 2002).

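At 60 min of cold, LOX2 stood at 867 FPKM in control and 307 in primed plants (log2 P/C -1.50), AOC1 at 379.9 and 154 (-1.30), and OPR3 at 362 and 115 (-1.65). LOX2 (TAIR10.1 chromosome 3 from 16525245 to 16529352) encodes the most abundant lipoxygenase transcript of the list. LOX4, AOS, AOC2 and AOC3 were lower as well (-1.34, -1.10, -1.07 and -0.83), as was the side-branch gene HPL1 (-1.48). All of them had passed 1.5-fold, as had 11 of 18 measured JA biosynthesis genes at this time, with JMT (-0.89) among them. Of the genes for peroxisomal steps after OPR3, OPCL1 was lower (-1.003, but 0.19 from each group's own start), while ACX5 (0.06), AIM1 (-0.15) and KAT2 (0.01) were not. Among the regulators, JAZ1 was at -0.66, JAZ8 at -1.07 and WRKY18 at -0.83. From each group's own start LOX2 (-1.13), JMT (-0.78), AOS (-0.69) and JAZ8 (-1.37) were still lower. Inside the limit were then LOX4 (-0.53), AOC1 (-0.49), HPL1 (-0.46), OPR3 (-0.33), AOC2 (-0.24) and WRKY18 (-0.33), AOC3 turned to 0.42 and JAZ1 to 0.66, and the list median shrank to -0.28. 

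**Figure D2:**
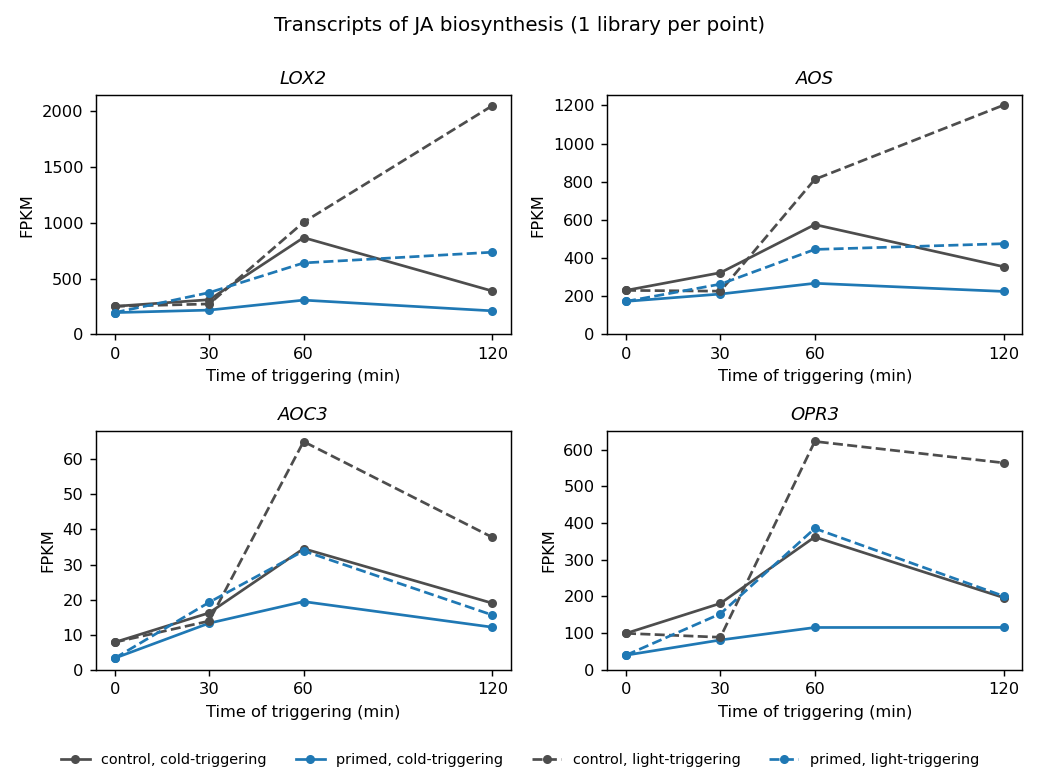
FPKM of LOX2, AOS, AOC3 and OPR3 against minutes of triggering in control (grey) and primed (blue) plants, with cold as solid and high light as dashed lines, 1 library per point. Control plants climb to 2048 FPKM for LOX2 in the light and primed plants to 736.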

**Table 1.**
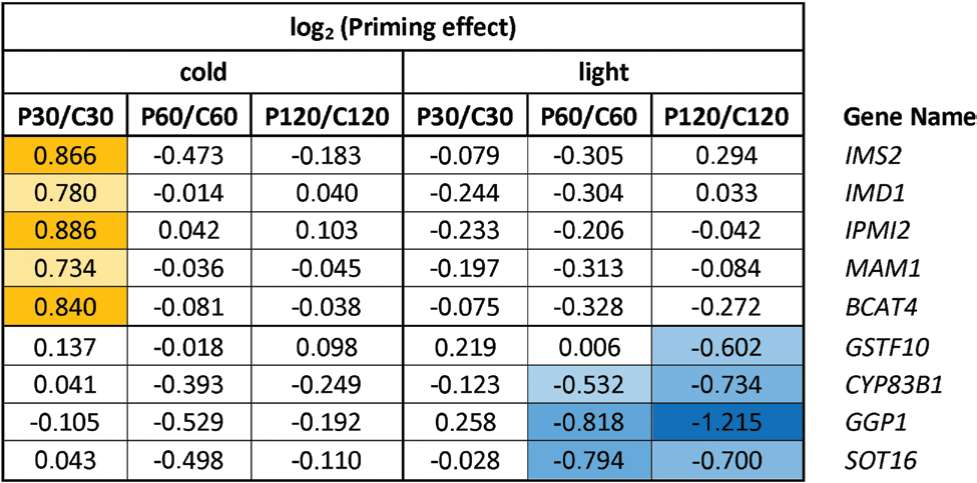
Priming effects on the expression of glucosinolate biosynthesis genes during cold- and light-triggering

Data are the ratios of expression in the primed (P) plants relative to the control (C) plants at the different sampling time-points, as shown in Fig. 1. The data were extracted from Supplementary Table S6 and log_2_-transformed. Positive priming effects are indicated in yellow and negative effects are indicated in blue, with darker shading indicating stronger effects in each case.

**Fig. 4.**
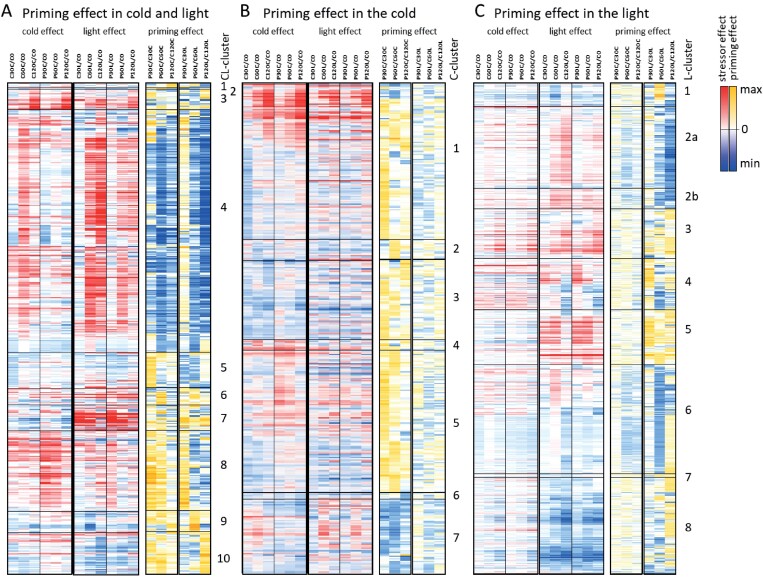
Heatmaps depicting stressor-dependent and priming-dependent regulation of gene expression in Arabidopsis during 2 h of cold- and light-triggering. Plants were subjected to cold-priming at 4 °C for 24 h followed by 5 d under normal growth conditions at 20 °C, after which they were subjected to cold-triggering at 4 °C for 0–120 min. See Fig. 1 for treatments and abbreviations. All heatmaps are zero-centred. (A) Heatmaps of triggering-induced regulation of 586 genes that were identified as being regulated by cold-priming in both cold- and light-triggering conditions (the CL cluster). The genes are arranged in the order of Supplementary Table S6 according to the profile-based cluster analysis shown in Supplementary Fig. S4A. For the heatmap showing regulation during triggering, the FPKM values of all genes were normalized to that in the control plants immediately prior to triggering (C0). For the heatmap showing priming-dependent regulation, the FPKM-values in primed plants at each time-point were normalized to the corresponding values of the corresponding control plants. (B) Heatmaps of triggering-induced regulation of 374 genes that were identified as being regulated by cold-priming only in the cold-triggering conditions (the C cluster). The genes are arranged in the order of Supplementary Table S6 according to the profile-based cluster analysis performed with ClustVis and depicted in Supplementary Fig. S5A. The data were normalized as described in (A). (C) Heatmaps of triggering-induced regulation of 900 genes that were identified as being regulated by cold-priming only in the light-triggering conditions (the L cluster). The data were normalized as described in (A). The genes are arranged in the order of Supplementary Table S6 according to the profile-based cluster analysis depicted in Supplementary Fig. S6A.

Many genes in CL-clusters 7 and 8 were inversely priming-regulated in the cold and in the light (Fig. 4A), for example *PCC1* (*At1g21250*) and *BAP1* (BON-associated protein 1; *At3g61190*) (Supplementary Table. S6A), for which inverse regulation has previously been demonstrated using qPCR after prolonged exposure to cold and high light (Bittner *et al.*, 2020). 

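BAP1, a suppressor of cell death, was higher in primed plants by 0.76 at 60 min of cold (0.076 from each group's own start) and lower at 60 min of light (-1.01). PCC1, listed in the authors' table under AT3G22231, had 438 FPKM in control and 881 in primed plants at 60 min of cold and 606 and 351 at 120 min of light. The identifier At1g21250 given with PCC1 belongs to WAK1, a cell wall-associated kinase gene. At 30 min, PCC1 was higher in primed plants under either trigger (1.29 in the cold and 2.01 in the light). ERF104 was also higher in the cold and lower in the light at 60 min (0.97 and -1.53).
Of the 96 genes of CL-cluster 8, 55 were higher at 60 min of cold (median 0.64) and 32 lower at 60 min of light (-0.35). For 63 of them P/C lay above 1 in the cold and below 1 in the light at this time. Past 1.5-fold in opposite directions at the same time were 24 of the 96 genes, counting either direction and all 3 times, and 8 of the 31 genes of CL-cluster 7, where 14 were higher in the cold and 11 in the light at 60 min (medians 0.17 and 0.28). Higher at some time of cold and lower at some time of light were 49 of the 96 and 6 of the 31 genes. Relative to each group's own start, the light median of CL-cluster 8 was -0.02.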

Many of the genes in the two clusters were associated with functions related to biotic stress, defence, and systemic acquired resistance Supplementary Fig. S4B). In contrast to the CL-cluster 4 genes, those of clusters 7 and 8 were identified as being preferentially negatively JA-regulated (Hickman *et al.*, 2017), and 12 of them are also known to be sensitive to the JA-signalling modulator salicylic acid (SA; Blanco *et al.*, 2009; Supplementary Table S8), a feature not shared with any of the genes in cluster 4. The other CL-clusters were smaller and showed only weak indications of GO enrichments, for example drought-related functions (cluster 6), gibberellic acid and processes related to lipid transport (cluster 9), and wax and polysaccharide biosynthesis (cluster 10) (Supplementary Fig. S4C, D).

#### Cold-priming effects on cold-triggering

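Cold-only priming effects went either way. EDS1, an immune regulator, was higher in primed plants at 30 min of cold (0.62) and stayed inside the limit in the light (0.35), and JAM1, a repressor of JA responses, was lower at 60 min of cold (-0.68 against -0.44 in the light, but 0.20 from each group's own start). WRKY53 was higher at 30 and 60 min of cold (0.73 and 0.65). Part B of Table S6 lists 374 genes, and 334 of them pass the response filter on control plants. At 30 min of cold, 308 responding genes were higher and 102 lower without a change in the light, at 60 min 219 and 167, and at 120 min 78 and 48. The small C-cluster 2 (16 genes) had 14 higher genes at 60 min (median 0.67), C-cluster 4 (8 genes) 5 at 30 min (0.69), and in C-cluster 6 all 5 genes were lower at 120 min (-0.61). Relative to the own start of each group the median of C-cluster 4 was 1.14.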

The 374 genes that were preferentially priming-regulated during cold-triggering formed seven clusters (referred to as C-clusters; Fig. 4B, Supplementary Table S6B, Supplementary Fig. S5A). As in the CL-clusters, positive priming effects (P>1.5×C) widely correlated with down-regulation of transcript levels (C30, C60, C120 <C0) in the cold in non-primed plants and negative effects (P<1/1.5×C) with cold-induction in non-primed plants (C30, C60, C120 >C0) (Fig. 4B). 

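MAM1 gives an example of the pattern. It fell within 30 min of cold in control plants, where it began at 127 FPKM, and was higher in primed plants by 0.73. ERF-1 (AT4G17500), a cold-induced gene of C-cluster 7, rose by 0.93 in control plants and was lower in primed plants (-0.97), but 0.63 counted from each group's own start.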

Dampening of the cold-response was especially strong at the top of C-clusters 1 and 7 after 30 (–60) min of triggering (Fig. 4B, Supplementary Fig. S5B). 

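In C-cluster 1, IMD1 had 88.8 FPKM in C0, 41.6 in control plants after 30 min of cold and 71.4 in primed plants. In C-cluster 7, ERF2 rose from 17.3 to 68.8 FPKM in control plants and reached 30.2 in primed ones. PAP1 (AT1G56650), the MYB regulator of anthocyanin synthesis, was lower in primed plants at 30 min (-0.95). Of 120 genes in C-cluster 1, 66 fell in control plants (median -0.64), and 79 were higher in primed than control plants at 30 min (0.63). At 60 min 16 were higher and 16 lower. Both ratios at 30 min share the C30C library, in which a chance low value gives a fall and a priming effect at once. The C-clusters were formed by the study from these same libraries and are no independent evidence for the pattern. Of 57 genes in C-cluster 7, 20 were lower at 30 min (-0.49) and 40 at 60 min (-0.63), and 19 were lower before triggering. When that start is taken into account, the C-cluster 7 medians are 0.00 and -0.16.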

The two clusters had slight JA imprints and shared similarity in expression with CL-cluster 4, except that the light response was not as strong (Supplementary Table S7). C-Cluster 1 contained *ORA59* (*At1g06160*), which together with the C-cluster 7 gene *ERF1* (*At1g28370*) mediates MYC2-controlled ethylene signalling (Çevik *et al.*, 2012), and grouped together also several genes for enzymes of the isopropylmalate dehydrogenase (IPMDH) branch of glucosinolate biosynthesis, namely *IMS2* (*At5g23020*), *IMD1* (*At5g14200*), *IPMI2* (*At2g43100*), *MAM1* (*At5g23010*), and *BCAT4* (At3g19710) (Harun *et al.*, 2020; Supplementary Fig. S5B). 

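ORA59 rose from 1.34 to 10.0 FPKM in control plants within 60 min of cold and to 5.46 in primed plants. The gene At1g28370 is listed in the authors' table as ERF11 and stood at -0.36 at 60 min, and the C-cluster 7 gene with the name ERF-1 is AT4G17500 (-0.60, and 1.01 from each group's own start). At 30 min of cold, IMS2 had 2.37 FPKM in control and 4.32 in primed plants, IPMI2 25.3 and 46.7, MAM1 59.4 and 98.8, and BCAT4 38.4 and 68.8. All these, with IMD1, passed 1.5-fold. Of 18 aliphatic glucosinolate genes 7 were higher in primed plants at 30 min of cold (median 0.57, percentile 100.0, and 1.05 counted from each group's own start), none at 60 min (median -0.04) and none at 120 min (0.06). IIL1 (0.16) and UGT74C1 (0.21) did not change. Before triggering 4 of the genes were lower in P0, and GSTF11 was the lowest (-1.06).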

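MYB28, the regulator of aliphatic glucosinolate synthesis, went from 63.3 FPKM in C0 to 32.0 in control plants and 50.5 in primed plants after 30 min of cold. MYB88, a stomatal regulator, went from 3.75 to 2.26 and 3.53, and was higher in primed plants by 0.64. MYB26 was listed at 0 FPKM in C0 and in all cold libraries. In control plants the 60 genes of C-cluster 3 had median cold responses of -0.60, -0.53 and -0.73 at 30, 60 and 120 min. Primed plants had more transcript of 37 genes at 30 min (median P/C 0.63) and of 16 and 15 at the later times.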

C-Cluster 3, the transcript levels of which were stable for longer in the cold, grouped many genes for stress- and hormone-responsive transcriptions factors together with ones regulating development, such as *MYB26* (*At3g13890*), *MYB28* (*At5g61420*), *MYB88* (*At2g02820*), and *bHLH68* (*At4g29100*) (Supplementary Fig. S5B, Supplementary Table S6B). 

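SOT17, a sulfotransferase of glucosinolate synthesis, had 39.3 FPKM in C0, 22.2 in control plants at 30 min of cold and 33.5 in primed plants. The immune regulator EDS1 had 10.9 FPKM in control and 16.7 in primed plants, starting from 9.61 in P0. Among the 108 genes of C-cluster 5, 34 fell and 7 rose in control plants at 30 min (median C/C0 -0.26). Higher in primed plants were 72 at 30 min (median 0.65), 52 at 60 min (0.57) and 3 at 120 min.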

C-Cluster 5 was characterized by genes that had rapid accumulation of transcripts in the primed plants in response to cold-triggering but down-regulation in the non-primed ones (Fig. 4B). Several of these genes, in common with the rapidly activated genes of C-cluster 4, are associated with functions in immune and stress responses (Supplementary Fig. S5C), which is consistent with our recent studies on the effects of cold-priming on the responses to subsequent cold, light, and pathogen treatments (Bittner *et al.*, 2020; Griebel *et al.*, 2020, Preprint).

#### Cold-priming effects on light-triggering

The 900 genes with stronger priming effects in high light formed eight clusters (referred to as L-clusters; Supplementary Table S6C, Supplementary Fig. S6A). Of these genes, 307 were JA-sensitive (Supplementary Table S7). 

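HSP70-4 had 252 FPKM in control and 519.6 in primed plants after 30 min of light, with 0.06 for P/C in the cold. IGPS, of tryptophan synthesis, was lower in primed plants at 120 min of light (-0.97) and stood at -0.19 in the cold. GOLS3 was higher by 1.31, against 0.09 in the cold. The class of genes with a priming effect in the light only was the largest of the 3, with 822 genes. Part C of Table S6 was used for 262 of the 900 genes, and 246 of those pass the response filter on control plants. Without a change in the cold, 236 genes were higher and 76 lower at 30 min of light, 168 and 366 at 60 min, and 293 and 421 at 120 min.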

Similar to the majority of the CL- and C-cluster genes, the genes in L-clusters 1, 2, 6, 7, and 8 were dampened in their light response in primed plants (Fig. 4C). Strong dampening of the responses in L-clusters 2 and 6 correlated with over-representation of positively JA-regulated genes (114 of 158). Similar to CL-cluster 4. 

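DHS1, which starts the shikimate pathway, had 436 FPKM in control and 179.9 in primed plants after 120 min of light. The tryptophan synthase gene TSA1 had 110.5 and 49.0 FPKM, and CYP79B2, which turns tryptophan into a glucosinolate precursor, 90.3 and 45.4. In control plants 14 of 18 genes for indolic glucosinolates and tryptophan rose by 120 min of light (median 1.16). Primed plants had lower levels of 6 of them at 60 min (median P/C -0.49) and 12 at 120 min (-0.74, percentile 0). SUR1 and UGT74B1 did not change at 120 min (-0.21 and -0.04). The list began lower in primed plants, and counted from that start its medians were -0.08 and -0.34.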

L-cluster 2 grouped together genes supporting biosynthesis of defence and signalling molecules (Supplementary Table S7), such as aromatic amino acids (Supplementary Fig. S6B) and indolyl glucosinolates (Ludwig-Müller *et al.*, 2000; Sasaki-Sekimoto *et al.*, 2005), whilst L-cluster 6 contained genes encoding enzymes involved in the biosynthesis of long fatty acids (e.g. *At3g48720* and *At2g28630*), TIR-NBS and CC-NBS immune receptors (e.g. *At5g45060* and *At2g59620*), and the heat-shock transcription factor *HSFC1* (*At3g24520*) (Supplementary Table S8). 

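At 60 min of light, HSFC1 had 27.0 FPKM in control and 16.2 in primed plants (log2 P/C -0.73). The ketoacyl-CoA synthase gene KCS12 (AT2G28630) stood at -0.64 and the immune receptor gene AT5G45060 at -0.62. AT3G48720, an acyltransferase gene, stood at -0.33, inside the 1.5-fold limit. By 120 min of light, KCS12 was higher in primed plants (1.07), as was AT3G48720 (0.72), and HSFC1 stood at 0.38 and AT5G45060 at 0.48. Both KCS12 and AT3G48720 lost transcript in control plants between 60 and 120 min of light, from 5.85 to 2.38 and from 75.6 to 43.3 FPKM. The gene At2g59620 was not analysed here.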

The transcript levels of these genes were considerably decreased transiently around 60 min in primed plants in the light. Regulation of the genes in the bottom part of L-cluster 6 (Fig. 4C) up to 60 min of cold triggering was similar to the regulation during light triggering, except that it was weaker. However, in the light only, these genes were down-regulated between 60 min and 120 min.

In contrast, priming increased the transcript abundances in L-cluster 3, and this was even more pronounced in L-clusters 4 and 5 (Fig. 4C). 

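HSP17.6II was higher in primed plants by 1.46 at 30 min of light and 1.03 at 120 min, HSFA7A by 1.35 and 1.25, and HSP18.2 by 1.40 and 2.27. HSP17.6II and HSP18.2 encode small heat shock proteins, and HSFA7A encodes a heat shock transcription factor. At 60 min HSFA7A was at 0.45 and HSP18.2 at 0.48. Of 14 measured genes for heat shock and protein repair, 13 were higher in primed plants at 30 min of light (median 1.23), 5 at 60 min (0.52) and 12 at 120 min (1.28), each at percentile 100.0. In the cold the same genes had medians of 0.20, 0.03 and -0.06. The light-only gene Hsp70b had a mean priming effect of 1.59. Membership of the L-clusters was not used here.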

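CBF1 was higher in primed plants by 0.86 at 30 min of light, at 1.31 and 2.37 FPKM, and CBF3 stood at 0.36 at 30 min and -1.06 at 60 min. The fatty acid reductase gene FAR1 (AT5G22500) had 7.91 FPKM in control and 13.4 in primed plants at 120 min of light (0.76), and the desaturase gene ADS1 (AT1G06080) 5.97 and 9.89 (0.73). HSP101, a disaggregase, had 146 and 318 FPKM at 30 min, HSP90.1 122 and 291, and HSP70T-2 21.0 and 60.2. BOB1 was higher at 60 min (0.65) and at 0.57 at 30 min. Before triggering none of the 4 chaperone genes differed by 1.5-fold, with HSP101 at -0.35 and BOB1 at -0.16. 

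**Figure D3:**
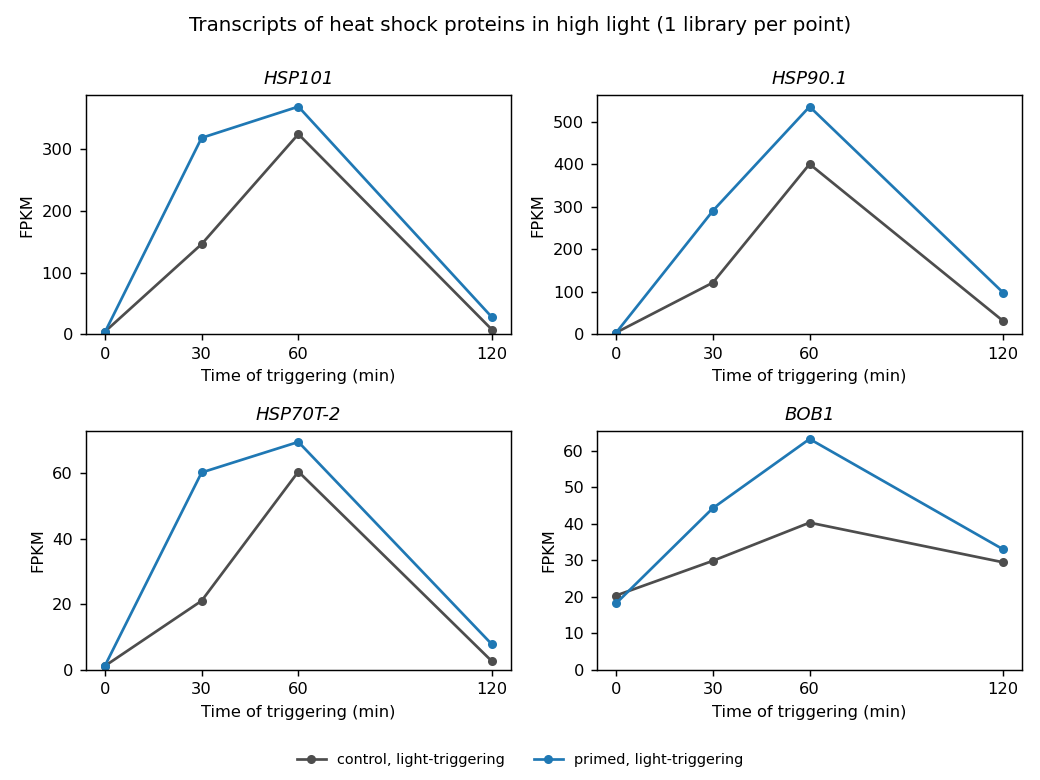
FPKM of HSP101, HSP90.1, HSP70T-2 and BOB1 against minutes of high light in control (grey) and primed (blue) plants, 1 library per point. At 120 min HSP101 has 7.76 FPKM in control and 27.9 in primed plants.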

Several genes associated with cold and drought acclimation, such as *CBF1* (*At4g25490*), *DREB1A /CBF3* (*At4g25480*), fatty acid reductase 1 (*FAR1*; *At5g22500*), and delta-9-desaturase 1 (*ADS1*; *At1g06080*) (Supplementary Table S6C), belong to L-cluster 3 and genes related to osmotic stress and protein repair (Supplementary Fig. S6D), such as *HSP*s (*At5g53400*, *At5g52640*, *At2g32120*, and *At1g74310*) to L-cluster 5 (Supplementary Table S6C). L-cluster 4 was characterized by genes that quickly responded to excess light, for example, those for the transcription factors *ERF5* (*At5g47230*), *DREB2A* (*At5g05410*), and *WRKY6* (*At1g62300*) (Fig. 4C, Supplementary Table S6C). This cluster also contained the genes for the zinc-finger transcription factors *ZAT6, ZAT10,* and ZAT12. These clustered closely together and showed positive priming effects after 30 min of light-triggering, but no or only slightly negative effects upon longer exposure (Supplementary Table S6C), consistent with the regulation previously described after prolonged light-triggering of cold-primed plants (Bittner *et al.*, 2020).

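DREB2A rose in control plants from 0.66 to 20.7 FPKM within 30 min of light and to 65.0 in primed plants, then fell back to 1.02 and 2.72 by 120 min. ERF5 stood at 2.14 and 2.95 FPKM at 30 min (log2 P/C 0.46), compared with 2.51 in C0, and was lower in primed plants at 60 min (-0.82). WRKY6 rose from 3.11 to 4.94 FPKM in control plants, with -0.25 for P/C at 30 min and -0.70 at 60 min. In control plants, DREB2A thus responded to the light within 30 min far more than ERF5 (-0.23) and WRKY6 (0.67).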

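At 30 min of light, ZAT12 was higher in primed plants by 1.26, ZAT6 by 0.85 and ZAT10 by 0.77. At 60 min all 3 were lower, ZAT12 with -1.06, ZAT6 with -0.74 and ZAT10 with -0.68, and at 120 min ZAT12 still was (-0.74, but 0.09 from each group's own start), with ZAT6 at -0.20 and ZAT10 at -0.41. From the own start ZAT12 (-0.22) and ZAT6 (-0.44) were inside the limit at 60 min, and ZAT10 was not. ZAT12 had 7.79 FPKM in control and 18.7 in primed plants at 30 min and 8.79 and 4.22 at 60 min. ZAT6 fell from 42.1 to 22.3 FPKM in control plants and from 76.1 to 13.4 in primed plants between these times.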

### The early response to cold and light stress in primed plants shows a distinct JA signature

In our study of early priming effects, about a third of the genes that showed priming-dependent regulation during the first 2 h were associated with JA sensitivity (Supplementary Table S7). This is a higher proportion than in previous priming studies on regulation of systemic acquired resistance (Pozo *et al.*, 2008) and dehydration responses (Ding *et al.*, 2013). In parallel, we found much weaker responses for abscisic acid (ABA) and SA in our data than in the dehydration and resistance studies (Supplementary Table S6). For example, the transcript levels of the ABA-sensitive gene *RD29*, which is the reference gene for the [+/+]-cluster of dehydration induced dehydration memory-regulated genes that are stronger induced by dehydration-triggering after dehydration priming (Liu and Avramova, 2016), were only slightly positively regulated by cold-priming during light-triggering and down-regulated by ~10 % during cold-triggering, even though cold-signalling shares high similarities with drought-/dehydration-signalling (Shinozaki and Yamaguchi-Shinozaki, 1996). 

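RD29A had 82.9 FPKM in C0 and 88.0 in P0. In the cold its P/C values were -0.17, -0.14 and -0.17 at 30, 60 and 120 min, and in the light 0.30, -0.25 and 0.67. RD29B, a stricter reporter of ABA, was higher in primed plants at 60 min of either trigger, by 1.91 in the cold (1.03 and 3.87 FPKM) and 1.02 in the light. RAB18 followed the same course at 60 min, with 0.79 in the cold and 61.4 against 28.6 FPKM in the light. At 120 min RD29B was at -0.51 and 0.43 and RAB18 at -0.51 and -0.43.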

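PR2 stood at 16.7 FPKM in C0 and 14.7 in P0, PR5 at 32.0 and 24.3, and PR1 at 5.65 and 6.04. After 30 min of cold PR2 reached 26.2 FPKM in control and 127 in primed plants, and PR1 35.8 and 101. Of 18 measured SA genes none was higher in P0 and 5 were lower (median -0.34). At 30 min 10 were higher in primed plants in the cold (median 0.68) and 9 in the light (0.50), at 60 min 8 in the cold (0.46), while 3 were lower in the light (-0.32). By 120 min 2 were lower in the cold (-0.15) and 9 in the light (-0.54). With P0 and C0 as separate starting points the 30 min medians were 1.24 and 0.86 and the light medians at 60 and 120 min -0.03 and -0.07. ICS1, which makes most SA, stayed inside the limit at 30 min (0.41 and 0.30), as did the receptor gene NPR1 (0.29 and 0.30). In CL-cluster 8, 81 of 96 genes were higher in primed plants at 30 min of cold (median 0.79) and 67 at 30 min of light (0.72), with a cold median of 1.28 from separate starting points. 

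**Figure D4:**
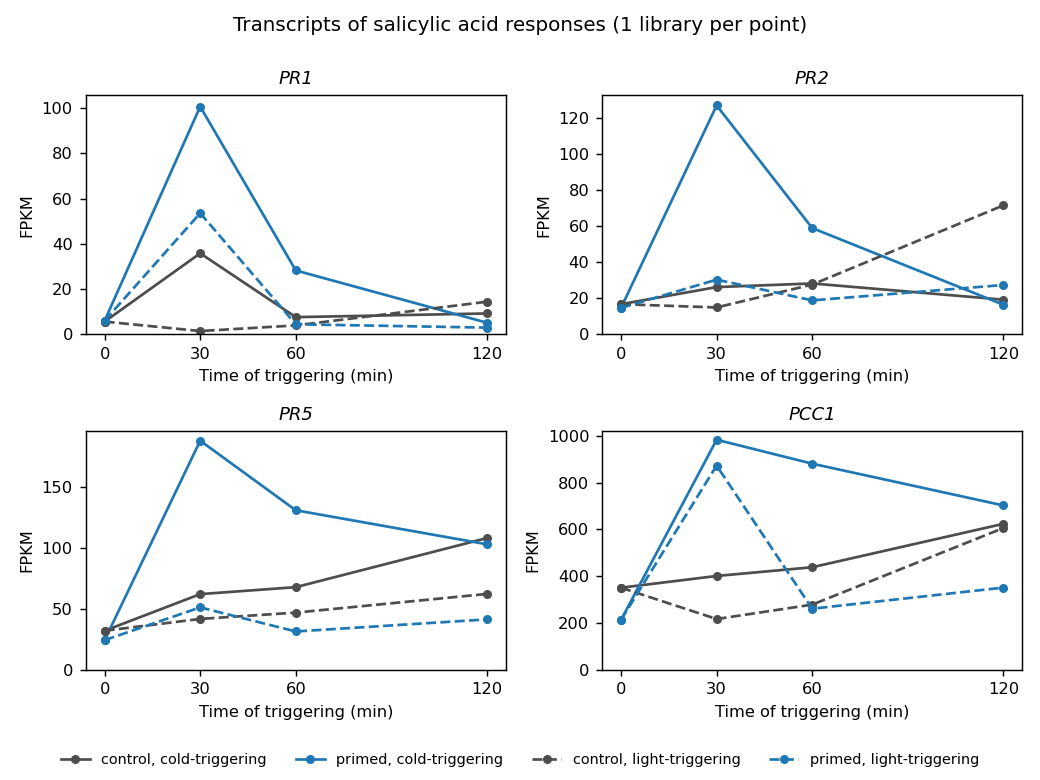
FPKM of PR1, PR2, PR5 and PCC1 against minutes of triggering in control (grey) and primed (blue) plants, with cold as solid and high light as dashed lines, 1 library per point. Primed plants peak at 30 min of cold, with 188 FPKM for PR5 against 62.0 in control plants.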

Further differentiating cold-priming from dehydration priming, the transcript levels of *PR2* (*At3g57260*) and *PR5* (*At1g75040*), which report high SA levels (Srinivasan *et al.*, 2009), were not increased in P0 plants (Supplementary Tables S6, S8) and expression of negatively JA-sensitive genes was increased in the cold and in the light (e.g. CL-cluster 8).

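JAZ10, a repressor of JA signalling that JA itself induces, was lower in primed plants at 60 min of cold (-1.54, but 0.33 from each group's own start) and 120 min of light (-2.66). So were VSP1 (-2.53 and -3.01) and JR1 (-1.21 and -2.27). CL-cluster 4 holds 11 genes of the JA biosynthesis list, 10 of JA signalling, 7 of JA-responsive defence and 6 of JA catabolism. It also holds 5 of the indolic glucosinolate list, 4 touch genes, 2 flavonoid genes and 2 SA genes. Of 19 measured JA signalling genes 10 were lower at 60 min of cold (median -0.65) and 10 at 120 min of light (-0.59). Of 8 defence genes 8 were lower in the cold (-1.34) and 7 in the light (-2.35). Counted from the level of each group before triggering, the signalling medians turned to 0.20 and 0.15 and the defence medians shrank to -0.42 and -0.83.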

With 48% of its genes being related to JA, CL-cluster 4 showed the strongest JA-signature Table 2. In addition, it gave no indication for SA interference (Supplementary Tables S7, S8). Of the 290 genes in this cluster, 154 overlapped with a previously described cluster of dehydration-priming-responsive, non-epigenetically controlled [+/–]-genes (Ding *et al.*, 2013; Table 2), which are, like the CL-cluster 4 genes, induced by the stressor in non-primed plants, but show less or no induction by the same stressor in primed plants (Ding *et al.*, 2012). Subsequent analysis of the [+/–]-cluster excluded epigenetic regulation of the dehydration-priming-sensitive genes (Avramova, 2019). Consistently, subdivision of the CL-cluster 4 into two groups with either putative sensitivity or insensitivity to histone-3 trimethylation (according to Vyse *et al.*, 2020; Supplementary Table S6) also distinguished the cold priming effect from epigenetic regulation (Supplementary Fig. S4B).

**Table 2.** Numbers of genes overlapping between those identified by Ding *et al.* (2013) as being regulated by dehydration-priming and clusters of genes identified in the current study as showing cold-priming effects in response to cold-triggering only, light-triggering only, and both cold- and light-triggering

	Cluster and number of genes					
Ding *et al.* category and no. of genes	CL-cluster (586)	C-cluster (374)	L-cluster (900)	CL-cluster 4 (290)	CL-cluster 7 (31)	CL-cluster 8 (96)
[+/+], 362	31	12	34	10	4	5
[+/–], 857	**172**	38	139	**154**	3	5
[–/+], 434	19	12	47	1	2	7
[–/–], 310	12	10	8	4	0	7

Ding *et al.* categories are as follows: [+/+], memory genes were induced in response to dehydration stimulus and induced to higher levels in primed plants; [+/–], memory genes were induced in response to dehydration and were less induced in primed plants; [–/+], memory genes were down-regulated in response to dehydration stimulus and less regulated in primed plants; [–/–], memory genes were down-regulated in response to the dehydration stimulus and regulated to lower levels in primed plants. Current study clusters: CL, cold-priming effects in response to both cold- and light-triggering; C, cold-priming effects in response to cold-triggering only; L, cold-priming effects in response to light-triggering only. Data are also shown for individual subclusters within the CL cluster (Supplementary Table S6). Significant overlaps of the Ding *et al.* results with the CL-cluster and CL-subcluster 4 are highlighted in bold.

### qPCR analysis of CL-cluster 4 genes for priming-regulation

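LOX3 stood at 338 FPKM in control and 125 in primed plants after 60 min of light, AOC1 at 583 and 152 after 120 min, and JMT, which methylates JA, at 33.7 and 10.1. LOX6, a lipoxygenase of the xylem, had -0.30 at 60 min of light. Over 18 measured genes of JA biosynthesis, 7 were lower in primed plants at 30 min of cold (median -0.22), with -0.86 at 60 min and 8 lower at 120 min (-0.39). In the light 3 were higher at 30 min (0.30), and 12 were lower at 60 min (-0.70) and 12 at 120 min (-1.13, percentile 0). With each group set to its level before triggering, the medians were 0.04, -0.28 and -0.11 in the cold and 0.53, -0.27 and -0.42 in the light.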

The strong, co-dampening effect on the response of several genes for early enzymes in the biosynthesis of JA and other oxylipins after cold and dehydration priming suggests that they are core targets and multipliers of priming-regulation (Table 3). To begin our examination of the mechanisms behind the strong JA imprint, we evaluated the regulation of transcript abundance of genes in the CL-cluster 4 for the JA biosynthetic enzymes LOX2, LOX3, AOC2, and AOS, together with the JA-sensitive genes *MYC2*, *JR1*, *JR2*, and *VSP2* after 60 min in either cold or high light. qPCR analysis of 3–4 independently grown and treated biological replicates confirmed that the genes are regulated by priming-dependent dampening (Fig. 5). The results also showed that the transcriptional master regulator of JA signalling, *MYC2* (Kazan and Manners, 2013), was more strongly induced and much more priming-sensitive in response to cold-triggering than light-triggering. In contrast, the genes for oxylipin biosynthetic enzymes were more strongly regulated in the light than in the cold. As *MYC2* was hardly expressed prior to triggering (C0 and P0), we concluded that priming-regulation of the oxylipin biosynthetic genes was not directly or solely controlled by the priming-regulation of *MYC2*.

**Table 3.**
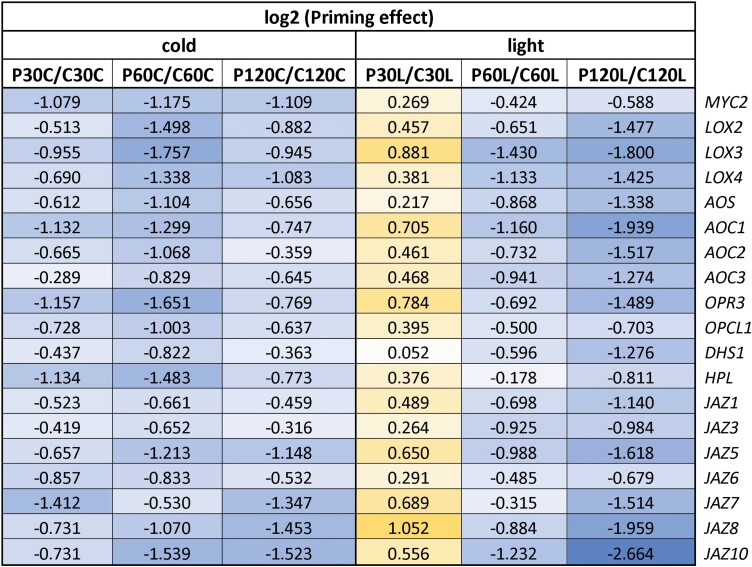
Priming effects on the expression of JA biosynthesis genes during cold- and light-triggering

Data are the ratios of expression in the primed (P) plants relative to the control (C) plants at the different sampling time-points, as shown in Fig. 1. The data were extracted from Supplementary Table S6 and log_2_-transformed. Positive priming effects are indicated in yellow and negative effects are indicated in blue, with darker shading indicating stronger effects in each case.

**Fig. 5.**
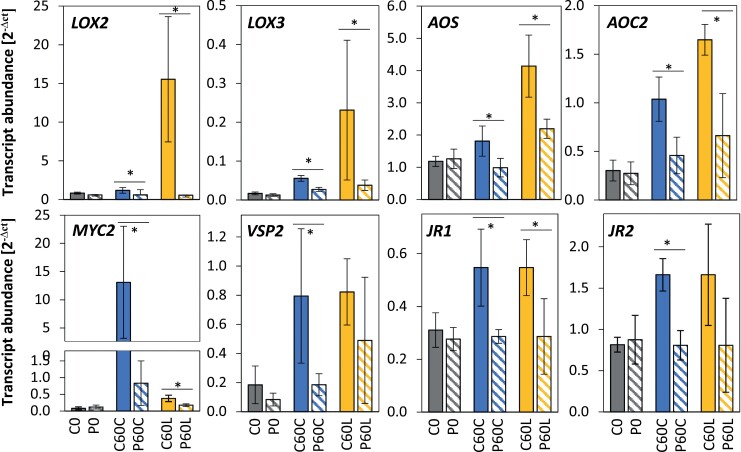
Effects of cold-priming on expression of genes responsive to jasmonic acid (JA) in Arabidopsis in response to cold- and light-triggering. Plants were subjected to cold-priming at 4 °C for 24 h followed by 5 d under normal growth conditions at 20 °C, after which they were subjected to cold-triggering at 4 °C for 0–120 min. See Fig. 1 for treatments and abbreviations. *LOX2*, *LOX3*, *AOS* and *AOC2* are involved in JA biosynthesis, and *MYC2*, *VSP2*, *JR1*, and *JR2* are other genes that are responsive to JA. Transcript abundances after 0 min and 120 min in control (C) and primed (P) plants were determined using qPCR and normalized on the geometric mean of the abundances of *YLS8* and *CYP5*. Data are means (±SD) of *n*=4–5 independent biological replicates. Significant differences between means were determined using Student’s *t*-test: *P<0.05.

### Effects of *tAPX* expression on early priming-regulation and oxylipin biosynthetic genes

Cold-priming regulation of the oxylipin-sensitive gene *ZAT10* (Taki *et al.*, 2005; Hickman *et al.*, 2017) is under the control of post-cold activation of *tAPX* expression (van Buer *et al.*, 2019). Given that tAPX is a major enzyme that protects plants from photooxidative stress, such as that caused by sudden decreases in temperature or increases in light intensity (Huner *et al.*, 1993; Fryer *et al.*, 2002; Maruta *et al.*, 2012) and supporting lipid peroxidation (Robert-Seilaniantz *et al.*, 2011; Zander *et al.*, 2020), we examined the CL-cluster 4 genes for *tAPX*-dependent regulation by qPCR in three independently cultivated sets of plants that had been cold-primed for 24 h, returned to normal conditions for 5 d, and then cold-triggered for 60 min. In the *tAPX*-knockout (-KO) line, *AOS*, *AOC2*, *JR1*, and *VSP2* were, unlike *ZAT10*, cold-primable (Fig. 6). All these genes, but not *ZAT10*, remained cold-primable in the estradiol-inducible *tAPX*-iRNAi line, in which the cold-priming-induced accumulation of tAPX was antagonized by the RNAi. Also different from *ZAT10* regulation, estradiol-induced transient overexpression of *tAPX* (*tAPX*-iOE) at 20 °C did not mimic the cold-priming-effect on *AOS*, *AOC2*, *JR1*, and *VSP2* (Fig. 6). The difference demonstrated that that the CL-cluster 4 genes were, unlike the previously characterized stress response mediating gene *ZAT10*, regulated via a tAPX-independent pathway.

**Fig. 6.**
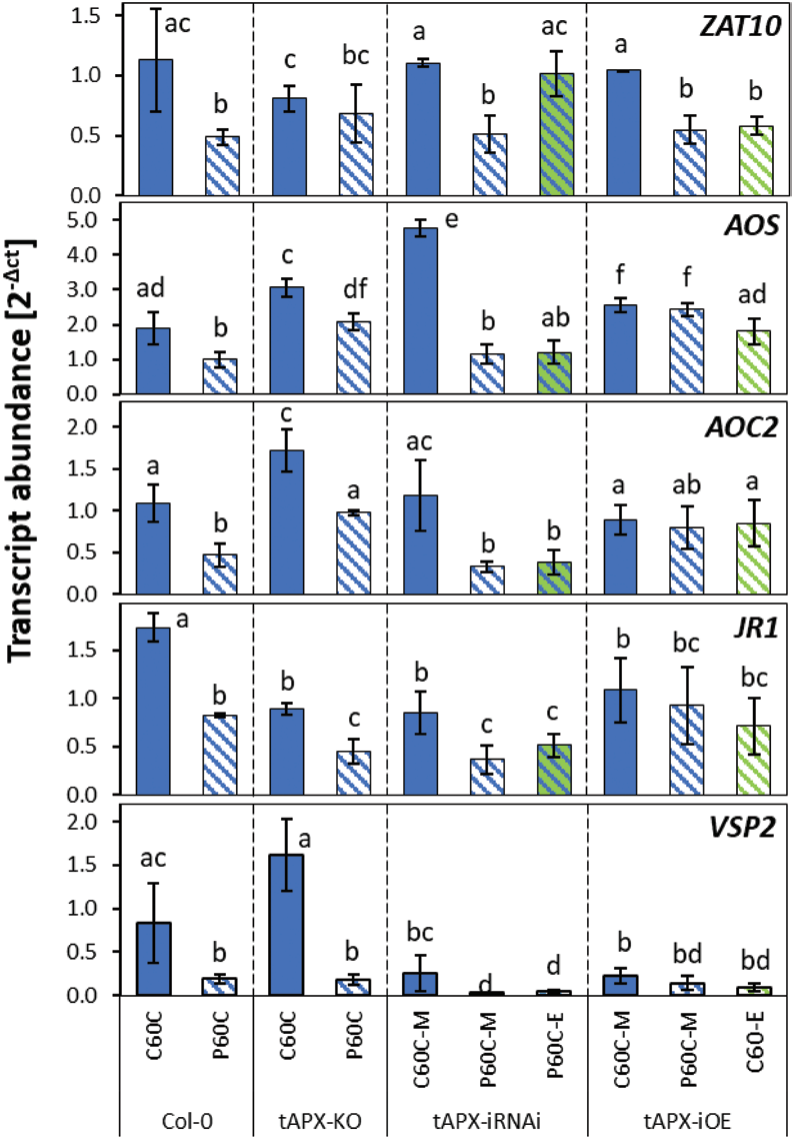
Effects of cold-priming on the expression of *ZAT10* (previously characterized for its tAPX-dependent priming regulation) and four JA-responsive genes of the CL-cluster 4 in different *tAPX* genetic backgrounds in Arabidopsis in response to cold-triggering. The Col-0 wild-type was used together with a well-established *tAPX*-knockout T-DNA insertion line (*tAPX-KO*), an estradiol-inducible *tAPX*-iRNAi line, and an estradiol-inducible t*APX*-overexpression (-iOE) line. Plants were subjected to cold-priming at 4 °C for 24 h followed by 5 d under normal growth conditions at 20 °C, after which they were subjected to cold-triggering at 4 °C for 60 min. Immediately after cold-priming, plants of the *tAPX*-iRNAi line were sprayed either with a solution containing estradiol (E) or a mock solution (M). The tAPX-iOE line was sprayed with the same solutions without any cold pretreatment. Transcript abundances in control (C) and primed (P) plants were determined using qPCR and normalized on the geometric mean of the abundances of *YLS8* and *CYP5*. Data are means (±SD) of *n*=3–5 independent biological replicates. Different letters indicate significant differences between means as determined using ANOVA followed by Tukey–Kramer *post hoc* tests (*P*<0.05).

### Cold-priming effects on the contents of JA, JA-Ile, and OPDA

Herbivore- and wounding-induced priming responses have been explained by increases in JA biosynthesis and dehydration-priming effects have been associated with decreases (Chung *et al.*, 2008; Chini *et al.*, 2009; Liu *et al.*, 2016). To test cold-priming effects on oxylipin biosynthesis, we used HPLC-MS-MS to determine the concentrations of OPDA, JA, and JA-Ile in middle-aged leaves, which are known to be the most priming-sensitive ones within the rosettes of 4-week-old plants (van Buer *et al.*, 2019). The JA and JA-Ile concentrations were very low (pmol range) and close to the detection level (Fig. 7A). After 30 min and 60 min of cold-triggering, the concentrations tended to be slightly higher in primed plants than in non-primed ones. In contrast, the concentration of OPDA tended to be lower in the primed plants at these time-points. Pairwise comparisons of the regulation of the concentrations of OPDA, JA, and JA-Ile, and the OPDA/JA and OPDA/JA-Ile ratios with regulation of transcript abundance level showed strongest correlations with OPDA (Fig. 7B). In parallel, only weak, negative correlations were found for JA and JA-Ile concentrations for *LOX3*, *AOS*, *VSP2*, *JR1*, and *JR2*.

**Fig. 7.**
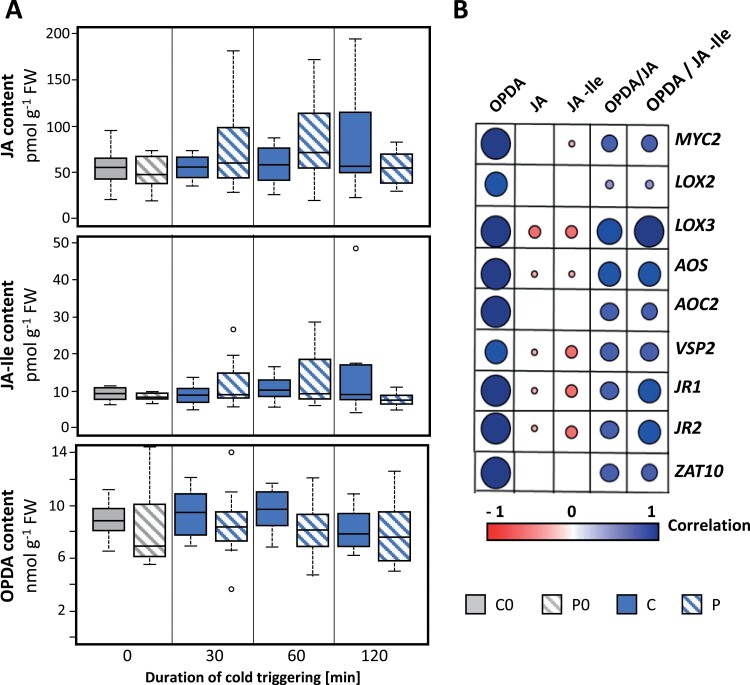
Effects of cold-priming on jasmonic acid (JA) metabolism in Arabidopsis in response to cold-triggering. Plants were subjected to cold-priming at 4 °C for 24 h followed by 5 d under normal growth conditions at 20 °C, after which they were subjected to cold-triggering at 4 °C for 0–120 min. (A) Endogenous concentrations of JA, JA-Ile, and the JA precursor 12-oxo phytenoic acid (OPDA) in middle-aged leaves as defined in van Buer *et al.* (2019). The boxplots show the median, the 25–75% interquartile range, and the distribution of the data (*n*=12). (B) Pearson correlations between concentrations of JA, JA-Ile, and OPDA, and the OPDA/JA and OPDA/JA-Ile ratios and expression levels of genes responsive to JA in primed plants after 60 min of cold-triggering.

### Effects of JA and OPDA treatment on priming

We next examined the effects of JA and OPDA on the expression of *AOC2*, *LOX2*, *JR1*, and *VSP2* and compared it with the effect of the independently cold-priming regulated, but also JA-sensitive gene *ZAT10.* We sprayed 4-week-old primed and non-primed Col-0 plants with either JA or OPDA 2 h before cold-triggering and determined transcript levels after 60 min of triggering using qPCR. For *ZAT10*, cold-induction and the cold-priming effect were maintained in plants sprayed with OPDA, but this was not the case for the four CL-cluster 4 genes (Fig. 8). The transcript levels for *LOX2* and *AOC2* (and to a lesser extent that of *JR1*) tended to be higher in the P0 plants than in the C0 ones before triggering. This also tended to be the case after 60 min triggering at 4 °C, thus suggesting that priming increased the OPDA-sensitivity of these genes. Spraying with JA resulted in increased cold-induction of all the genes (Fig. 8). Priming-dependent dampening of the response was lost for *ZAT10*, *LOX2*, and *VSP2*. The expression of *AOC2* and *JR1* showed the dampening effects, not only after cold-triggering, but also at 20 °C in the JA-sprayed plants, demonstrating dominance of priming-regulation over temperature- and JA-regulation.

**Fig. 8.**
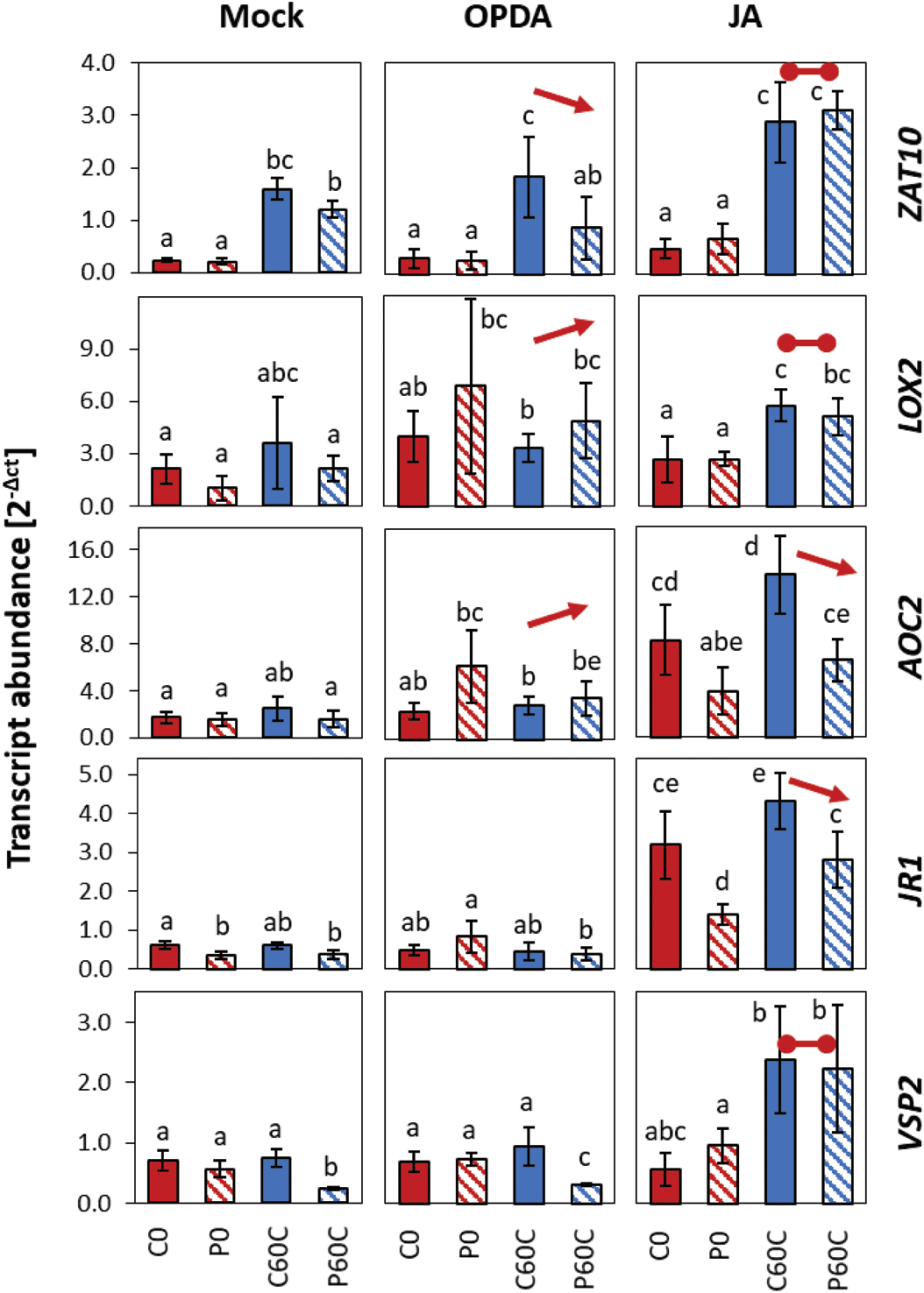
Effects of 12-oxo phytenoic acid (OPDA) and jasmonic acid (JA) on priming-dependent regulation in Arabidopsis of four JA-related CL-cluster 4 genes and *ZAT10* in response to cold-triggering. Plants were subjected to cold-priming at 4 °C for 24 h followed by 5 d under normal growth conditions at 20 °C, after which they were subjected to cold-triggering at 4 °C for 60 min. At 2 h before triggering, the plants were sprayed with either 10 µM OPDA, 100 µM JA, or a mock solution, and entire rosettes of plants were sampled after 60 min of triggering. Transcript abundances in control (C) and primed (P) plants were determined using qPCR and normalized on the geometric mean of the abundances of *YLS8* and *CYP5*. The four JA-related genes are all in CL-cluster 4 of genes showing priming effects during both cold- and light-triggering (Supplementary Table S6). Data are means (±SD) of *n*=3 independent biological replicates. Different letters indicate significant differences between means as determined using ANOVA followed by Tukey–Kramer *post hoc* tests (*P*<0.05). The arrows indicate significant increased or decreased regulation in cold-triggered plants compared to the mock control (i.e. comparison of P60C/C60C values). The horizontal lines indicate the absence of regulation in cold-triggered plants.

### Effects of JA and OPDA biosynthesis on priming

To investigate priming-regulation at low oxylipin levels, we compared priming-dependent regulation of *ZAT10*, *LOX2*, *AOC2*, *JR1*, and *VSP2* in the well-characterized *AOS*-KO line SALK_017756, which lacks allene oxid synthase and cannot synthesize ODPA and JA (Matschi *et al.*, 2015), and in the *OPR3*-KO line SALK_201355, which cannot convert OPDA to JA, because it is deficient in 12-oxophytodienoate reductase 3; Stintzi *et al.*, 2001; Wasternack and Hause, 2018) (Supplementary Fig. S1). In the absence of OPDA and JA, only *ZAT10* was cold-inducible. At this relatively low induction level, *ZAT10* did not show priming-dependent regulation (Fig. 9). In the *OPR3*-KO line, the availability of OPDA was sufficient to restore cold induction and the primability of *ZAT10* and *VSP2*, but not the primability of *LOX2* and *AOC2*, although these genes showed similar cold induction to the wild-type plants (Fig. 9).

**Fig. 9.**
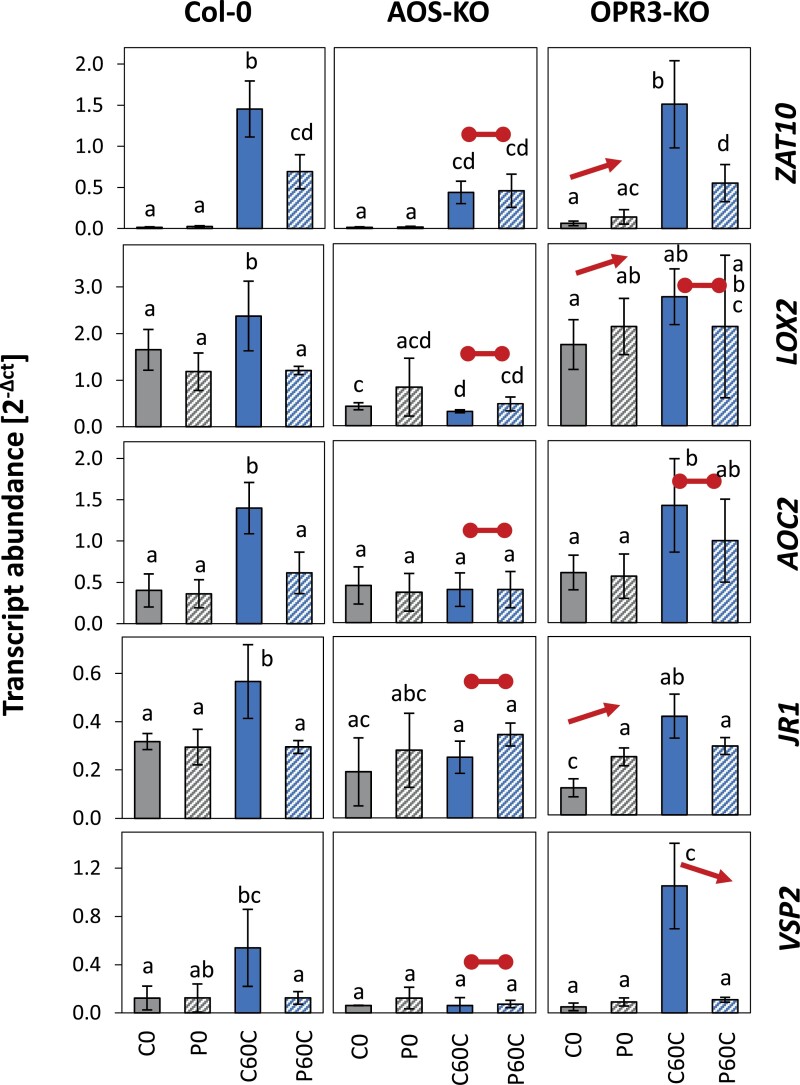
Effects of reduced synthesis of 12-oxo phytenoic acid (OPDA) and jasmonic acid (JA) on priming-dependent regulation in Arabidopsis of four JA-related genes and *ZAT10* in response to cold-triggering. The Col-0 wild-type was used together with an *AOS*-knockout (-KO) line, which lacks an early enzyme of the chloroplast part of the oxylipin pathway and has reduced levels of JA and OPDA, and an *OPR3*-KO line which is limited in the conversion of OPDA in to JA. Plants were subjected to cold-priming at 4 °C for 24 h followed by 5 d under normal growth conditions at 20 °C, after which they were subjected to cold-triggering at 4 °C for 60 min. Transcript abundances in control (C) and primed (P) plants were determined using qPCR and normalized on the geometric mean of the abundances of *YLS8* and *CYP5*. The four JA-related genes are all in CL-cluster 4 of genes showing priming effects during both cold- and light-triggering (Supplementary Table S6). ZAT10 served as a reference for the previously described tAPX-dependent cold-priming pathway. Data are means (±SD) of *n*=4 independent biological replicates. Different letters indicate significant differences between means as determined using ANOVA followed by Tukey–Kramer *post hoc* tests (*P*<0.05). The arrows indicate significant increased or decreased regulation in cold-triggered plants compared to the Col-0 wild-type (i.e. comparison of P0/C0 and P60C/C60C values). The horizontal lines indicate the absence of regulation in cold-triggered plants.

## Discussion

### The first cold- and light-specific priming responses occur within the first 30 min of cold-triggering

By the time of our first measurements after 30 min of triggering, 389 genes had already shown stressor- and priming-specific (>1.5-fold) regulation in the cold and 207 in the light (Fig. 3B). 

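At 30 min several strong effects were shared by the triggers. TAT3 was higher in primed plants by 1.61 and PR1 by 1.49 in the cold, and both were higher in the light too (1.17 and 5.19). The heat shock gene HSP15.7 behaved likewise (0.93 and 1.44). Trigger-specific at 30 min were IMS2 in the cold (0.87, against -0.08 in the light) and KIN1 in the light (0.90, against -0.21 in the cold). Of the responding genes, 410 passed the threshold at 30 min in the cold only and 312 in the light only. Without hypothetical proteins, miscellaneous and non-coding RNAs these were 354 and 248.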

At the three time-points only 16–21% of the priming regulated genes were priming-regulated both by cold- and by light-triggering (Fig. 3C), although cold and light regulate many genes in the same direction in non-primed plants (Bode *et al.*, 2016). These initial responses showed trigger-specific regulation of genes involved in the biosynthesis of aliphatic glucosinolate (IPMDH branch) (C-cluster 1) and indolic glucosinolate (L-cluster 2) (Supplementary Table S6) that support biosynthesis of precursors of bioactive and cytotoxic isothiocyanates (Andersson *et al.*, 2015; Harun *et al.*, 2020), of genes involved in regulators of the innate immune response (Clay *et al.*, 2009), and of genes involved in precursors and antagonists of auxin (Hull *et al.*, 2000; Katz *et al.*, 2015). 

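Among genes changed under both triggers, WRKY46 was higher in primed plants at 30 min of cold and of light (0.77 and 0.73), JAZ3 was lower at 60 min (-0.65 and -0.92), and JAZ7 went in opposite directions at 30 min (-1.41 and 0.69). From each group's own start JAZ7 at 30 min of cold (-0.15) and JAZ3 at 60 min (-0.11 and -0.38) were inside the limit. The share of genes changed under both triggers was 17.1% at 30 min (149 genes), 22.2% at 60 min (262) and 17.0% at 120 min (172), with 95% intervals of 14.8% to 19.8%, 19.9% to 24.6% and 14.8% to 19.4% for sampling of genes. These intervals treat genes as independent and hold no variation between plants or libraries, so they do not tell the times apart. Changes in the same direction were more frequent than for independent triggers. Both were higher for 74 genes at 30 min, where independence would give 21.6, and both lower for 158 at 60 min (28.5) and 122 at 120 min (15.4). Opposite directions were also more frequent at 30 min, with 34 genes higher in the cold and lower in the light (7.43) and 33 the other way (7.43). The numbers for independence give every gene the same chance to pass the threshold. Genes that vary more pass it more often under either trigger, which raises all these counts, so the excess cannot be credited to shared priming effects alone.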

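BAT5, the transporter of aliphatic glucosinolate precursors, illustrates the first group. It stood at 34.0 FPKM in C0, fell by 0.95 in control plants at 30 min of cold, kept 25.8 FPKM in primed plants, and stood at -0.35 for P/C in the light. In the light none of the aliphatic glucosinolate genes with enough transcript changed by 1.5-fold, and the list medians were -0.24, -0.25 and 0.11. The indolic genes GGP1 and SOT16 were lower in primed plants at 60 min of light (-0.82 and -0.79), while CYP79B3, MYB34 and ASA1 were lower at 60 min of cold (-0.81, -0.86 and -0.81). Of 18 indolic and tryptophan genes, 5 were lower at 60 min of cold (median -0.42, and -0.06 counted from each group's own start), with 0.11 at 30 min of cold and -0.02 at 30 min of light. Counted from each group's own start, the aliphatic medians were 0.45 and 0.45 at 60 and 120 min of cold and 0.55 at 120 min of light.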

Combined with early priming-regulation of many transcription factors such as MYBs, WRKYs, ERFs, and ZATs (Fig. 2, Supplementary Table S7), these genes stabilize divergent, trigger-specific, priming-dependent regulation, as previously described after prolonged triggering (Bittner *et al.*, 2020).

### Priming causes much stronger gene dampening than strengthening of regulation

Many priming studies have described increased activation of stress-induced genes upon triggering of primed plants (Ding *et al.*, 2013; Byun *et al.*, 2014; Conrath *et al.*, 2015; Crisp *et al.*, 2016; Zuther *et al.*, 2019). However, in our current study in which plants were subjected to a short cold stimulus followed by a 5-d lag period, only 10 genes were at least 1.5-fold stronger regulated in primed plants on top of at least 1.5-fold cold regulation. 

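PCR1 is an example of stronger regulation. It rose from 6.62 to 24.9 FPKM in control plants and to 102 in primed plants at 30 min of cold. The chitinase gene AT2G43570 rose from 2.79 to 5.19 and 21.4, and CYP707A3, which breaks down ABA, from 2.51 to 12.5 and 19.2 at 120 min. Among all responding genes, 135 were regulated in the cold at least 1.5-fold and, at the same time point, at least 1.5-fold further in primed plants. Weaker regulation in primed plants was found for 617 genes in the cold. Without hypothetical proteins and RNAs the numbers were 109 and 529. In the light 320 genes were regulated more strongly and 931 more weakly. All these numbers count any of the 3 times and either direction of response, for which the paper states no rule.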

Eight positively priming-regulated genes (equivalent to only 0.43 % of all priming-responsive genes) were putative targets of cold-activated histone trimethylation (Supplementary Table S6), which regulates large groups of genes after priming with greater temperature shifts and/or triggering after shorter lag-phases (Velanis and Goodrich, 2017; Ganguly *et al.*, 2018; Friedrich *et al.*, 2019; Vyse *et al.*, 2020).

Several cold-inducible transcripts showed greater abundance in cold-primed plants when triggered by light, but fewer or none accumulated upon cold-triggering (L-clusters 3 and 5; Fig. 4). 

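KIN1 rose in the cold from 13.4 to 37.1 FPKM in control and 39.9 in primed plants, and had 16.2 and 30.3 FPKM at 30 min of light. LTI30 was higher in primed plants at 30 min of light (0.93) and stood at -0.24 in the cold, and GOLS3 had 0.75 and -0.07. COR47 stayed inside the limit in both (0.47 and -0.16). Of 11 COR genes, 3 were higher in primed plants at 30 min of light (median 0.39), 1 at 60 min (0.19) and 2 at 120 min (0.42). In the cold the medians were -0.16, 0.28 and 0.01, with 1 gene higher at 60 min. In control plants 10 of 11 of these genes rose by 120 min of light (median 1.86).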

As both the cold- and light-triggered sets of plant were cold-primed in exactly the same way, these different responses demonstrate that positive priming imprints were actively overridden early during cold-triggering. Weaker regulation has been associated with cost-minimization and specification of transcriptional activity (Conrath *et al.*, 2015; Hilker *et al.*, 2016). As the dampening response strongly outweighed activation of stressor-specific genes in our study, we conclude that priming counteracts gene regulation when the plants experience cold for the second time after only a short pre-exposure and a long lag-phase. This could be important in spring, when short cold spells occur at low and irregular frequency whilst average temperatures are increasing. 

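AOS rose by 1.32 in control plants within 60 min of cold and by 0.63 in primed plants, each from its own start, and LOX2 by 1.79 and 0.65. MAM1 and IMD1 fell at 30 min of cold in control plants, and stood at 0.30 and 0.18 from their own start in primed plants. Weaker regulation outnumbered stronger regulation in the cold at each time, with 269 and 66 genes at 30 min, 353 and 59 at 60 min, and 116 and 40 at 120 min. At 30 min 207 of the weaker genes were repressed ones, and at 60 min 224 were induced ones. In the light stronger regulation prevailed at 30 min (161 against 91 weaker) and weaker regulation at 60 min (442 against 112) and 120 min (609 against 108). From this outweighing the paper concludes that priming counteracts the renewed response.
The spread of each group's response from its own start gives another view. The SD of log2 P/P0 was 1.09, 1.06 and 1.05 times that of log2 C/C0 in the cold and 1.27, 1.04 and 0.919 times in the light. Only at 120 min of light was this spread thus smaller in primed plants. Another measure is the median response of genes changed at least 2-fold under the other trigger in control plants. For repressed genes primed plants had 0.178 and 0.840 times the control response at 60 and 120 min of cold. The control median at 30 min was too close to 0. In the light these ratios were 0.377, 0.576 and 0.686. For induced genes they were 1.73, 0.968 and 1.26 in the cold and 1.74, 0.784 and 0.985 in the light. All depend on the genes used. The choice of genes and the control response share the C0 library. Chance deviations in C0 alone thus lower these ratios, by an amount left open. Counted from the own start, weaker genes remained the majority in the cold (790 against 229), most of them repressed ones (410 of 470 at 30 min). Among induced genes the order turned, with 127 stronger and 60 weaker at 30 min, 107 and 105 at 60 min and 61 and 49 at 120 min. At 30 min of light the order of all genes turned, with 207 stronger and 231 weaker, while weaker genes still prevailed at 60 min (407 against 199) and 120 min (635 against 133). A chance deviation in a shared control library adds to weaker regulation, by an amount that 1 library per condition leaves open. 

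**Figure D5:**
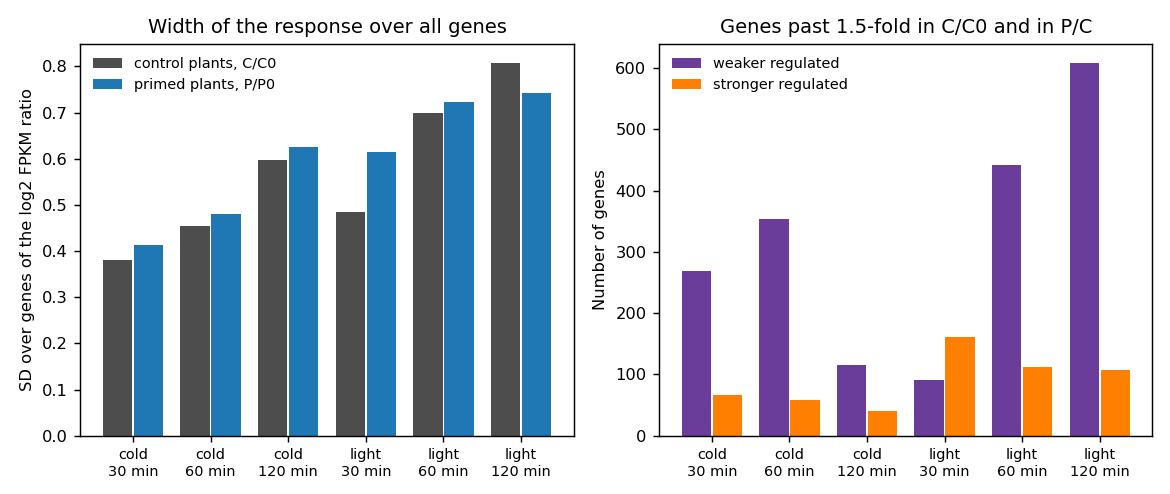
Left, SD over all analysed genes of the log2 FPKM ratio to the untriggered level in control (C/C0, grey) and primed (P/P0, blue) plants per trigger and time. Right, numbers of genes past 1.5-fold in C/C0 and in P/C that were regulated more weakly (purple) or more strongly (orange) in primed plants, with 609 weaker genes at 120 min of light.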

Priming-activated dampening then can protect plants from the activation of cost-intensive gene expression and metabolic shifts that produce greater cold-tolerance under persistent cold conditions, but which is too slow and not robust enough to establish protection after short spells of cold (Zuther *et al.*, 2015). Our study showed that at least two mechanisms were involved in the dampening response, one controlled by tAPX and the other tAPX-independent and associated with JA.

### Cold-priming causes a strong JA imprint by affecting the oxylipin sensitivity of genes encoding JA biosynthetic enzymes

A number of studies have reported JA imprints on the sets of genes that are differentially expressed as a result of priming by excess light, dehydration, cold, or pathogens (Gális *et al.*, 2009; Vos *et al.*, 2013; Liu *et al.*, 2016; Bittner *et al.*, 2020). Our analysis of the effects of priming on the responses to two different triggering stimuli identified a number of cold-priming-sensitive regulatory clusters (Fig. 4, Supplementary Table S6). The strongest effects occurred in two clusters within the genes that responded to both cold and light, namely CL-clusters 4 and 8.

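GSTU6, of CL-cluster 4, had 26.2 FPKM in control and 5.31 in primed plants at 120 min of light, and WRKY38, of CL-cluster 8, 1.96 and 5.73 at 30 min of cold. Of the CL- and C-clusters, CL-cluster 4 had the median P/C furthest from 0, at 120 min of light. From each group's own start that median shrank to -0.41, inside the limit, while CL-cluster 8 stood at 1.28 at 30 min of cold, so the order turned. The largest median of CL-cluster 8, at 30 min of cold, was matched by smaller clusters. CL-cluster 5 (42 genes) had 0.83 at 30 min of cold with 36 genes higher, and -0.51 and -0.54 at 30 and 60 min of light. CL-cluster 9 (25 genes) had 0.87 at 60 min of light with every gene higher, and CL-cluster 10 (50 genes) 0.83 at 120 min of light and 0.65 at 60 min of cold. Of the SA list 7 genes belong to CL-cluster 8 and 2 to CL-cluster 4.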

CL-cluster 4 showed the strongest JA signature, with 48 % of the genes being JA-sensitive (and in contrast to CL-cluster 8, almost no genes were SA-sensitive) (Supplementary Tables S6–S8). This cluster grouped the full set of genes required for oxylipin biosynthesis together with many regulators of JA signalling, such as JAZ proteins (Feussner and Wasternack, 2002). Many genes were initially inversely regulated in the cold and in the light, but followed the initial cold response between 30 min and 60 min of triggering (Fig. 4, Supplementary Tables S7, S8), demonstrating that the effects of cold-priming overwhelmed the response to excess light. 

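LOX3 was lower in primed plants at 30 min of cold (-0.96) and higher at 30 min of light (0.88). OPR3 did the same (-1.16 and 0.78), as did JAZ8 (-0.73 and 1.05) and JOX2 (-0.85 and 0.99). From each group's own start the cold values turned to 0.16 for OPR3 and 0.52 for JOX2. At 60 min of light they were lower, with OPR3 at -0.69, JAZ8 at -0.88 and JOX2 at -1.01, while from the own start OPR3 turned to 0.63 and JOX2 to 0.36. Of 290 genes of CL-cluster 4, 153 had P/C below 1 in the cold and above 1 in the light at 30 min. Past 1.5-fold were 80 lower and 29 higher in the cold (median -0.29), and 14 and 45 in the light (0.18). JA catabolism shows the turn most clearly. All 6 measured genes were higher in primed plants at 30 min of light (median 0.93) and all lower at 60 min (-1.11) and 120 min (-1.83), while in the cold the medians were -0.64, -1.33 and -0.94. From separate starting points these became 1.73, -0.06 and -0.69 in the light and 0.54, -0.41 and 0.04 in the cold. Set against each group's own start, the CL-cluster 4 medians at 30 min were 0.32 in the cold and 0.84 in the light. The inverse sign in the cold thus depends on the level of P0 relative to C0.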

Overall, this cluster overlapped by 53% with a cluster of genes previously found to have dampened expression during dehydration stress following dehydration-priming (Ding *et al.*, 2013). The overlap covered the main genes required for the early steps of oxylipin biosynthesis, namely *MYC2*, *LOX2*, *LOX3*, *LOX4*, and *AOC1*Supplementary Table S6. The effect that we observed during light- and cold-triggering 5 d after 24-h cold-priming was much stronger than that observed by Ding *et al.* (2013) following triggering by dehydration 22 h after 2-h dehydration-priming (Fig. 5; Table 3; Supplementary Table S6). Our results also showed additional early co-priming regulation of *AOS*, *AOC2*, *AOC3*, *OPR3*, *OPCL1*, and *HPL*, which encode enzymes for further steps of the pathway, demonstrating that cold-priming affected JA biosynthesis at several levels. Most of these genes are themselves oxylipin-sensitive (Taki *et al.*, 2005; Hickman *et al.*, 2017), Hence, they can potentiate the primary effect and regulate secondary processes, such as growth, the defence-related glucosinolate pathway, and auxin metabolism (Supplementary Table S6, Table 1), as described in our previous study (Bittner *et al.*, 2020).

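AOS had 1201 FPKM in control and 475 in primed plants after 120 min of light (log2 P/C -1.34), AOC2 681 and 238 (-1.52), and AOC3 37.8 and 15.6 (-1.27). OPR3 (-1.49), OPCL1 (-0.70) and HPL1 (-0.81) were lower too. At 60 min of light AOS and AOC2 were lower (-0.87 and -0.73), and OPCL1 and HPL1 stayed inside the limit (-0.50 and -0.18). Most of these genes began lower in primed plants, with P0/C0 of -0.83 for AOC2, -1.25 for AOC3, -1.32 for OPR3, -1.20 for OPCL1 and -1.02 for HPL1, while AOS was at -0.41 and LOX2 at -0.37. The regulator MYC2 was also lower (-1.48), at 23.5 FPKM in P0. For OPCL1 and HPL1 the gap before the trigger was larger than at 120 min of light, for AOC3 and OPR3 it was of like size, and for AOS and AOC2 it was smaller. From each group's own start, AOS and AOC2 were still lower at 120 min (-0.92 and -0.69), while AOC3, OPR3, OPCL1 and HPL1 were at -0.03, -0.17, 0.49 and 0.21. At 60 min AOS was at -0.45 and AOC2 at 0.10.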

In a dehydration-priming study conducted by Avramova, (2017), dampening of JA-sensitive genes was explained by low *MYC2* expression at the end of a 22-h lag phase as a result of low (or no) availability of ABA. ABA biosynthesis and signalling, which activate or enhance *MYC2*-controlled JA signalling (Vos *et al.*, 2013; Liu and Avramova, 2016), are also induced in the cold and in response to light (Shinozaki and Yamaguchi-Shinozaki, 1996; Staneloni *et al.*, 2008). Comparison of the C0 and P0 transcriptomes showed that the primary ABA effects were removed during the long lag phase used in our study. 

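NCED3, the key gene of ABA synthesis, had 2.14 FPKM in C0 and 1.57 in P0, ABI1 19.7 and 18.8, and RD22 706 and 783. Lower in P0 were the NAC factor RD26 (-1.19), the phosphatase gene HAI1 (-0.73) and RD29B (-0.64). These 3 of 18 measured ABA genes passed 1.5-fold, and the list median was -0.11, at percentile 7.01 of random lists. During triggering the medians of P/C were 0.03, 0.02 and -0.05 in the cold and 0.10, -0.29 and 0.24 in the light, where 6 genes were lower and 2 higher at 60 min and 3 higher at 120 min. ABI1 and CYP707A1 were among the lower genes at 60 min of light (-0.83 and -0.98).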

Prior to cold- or light-triggering, *MYC2* transcript levels did not differ between the primed and control plants (Fig. 5). The JA concentrations were not decreased in cold-primed plants prior to cold-triggering and showed a trend towards accumulation in the first 60 min of the triggering process (Fig. 7). However, the transcript levels of all the CL-cluster 4 genes that we examined were lower in cold-primed plants after 60 min of cold-triggering (Fig. 5), demonstrating that attenuation of gene expression was activated in a priming-dependent manner during triggering. qPCR analysis in oxylipin biosynthetic mutants (Fig. 9) and after application of oxylipin to the plants (Fig. 8) showed that OPDA was required for induction of the genes in CL-cluster 4 and that priming was regulated by increased sensitivity of *LOX2* and *AOC2* to OPDA. By light-triggering, which stronger increased expression of the oxylipin-biosynthetic genes, dampening outweighed induction of the four examined oxylipin biosynthesis genes after 60 min (Fig. 5). By counteracting the stress-induced stimulation of JA biosynthesis, cold-priming gave the transcriptomes an exceptionally strong JA-signature, with about a third of the priming-sensitive genes being associated with JA-sensitivity.

### Priming of the oxylipin cluster genes is independent from regulation of ZAT10

Dampening of the oxylipin-sensitive genes was not controlled by tAPX, whereas regulation of the *MYC2* target *ZAT10* was (Fig. 6; van Buer *et al.*, 2019; Van Moerkercke *et al.*, 2019), which excludes the possibility of indirect effects, such as tAPX-mediated redox-modulation of oxylipin signalling (Satoh *et al.*, 2014) or feedback control of *ZAT10* on *MYC2* expression (Dombrecht *et al.*, 2007). As *ZAT10* remained slightly cold-inducible in the OPDA- and JA-deficient *AOS*-KO line, in which priming of *LOX2*, *AOC2*, *JR1* and *VSP2* was disturbed (Fig. 9), this indicated the bidirectional independence of CL-cluster 4 genes from regulation of ZAT10. Accumulation of OPDA in response to the triggering stimulus increased the responsiveness of the genes to JA in non-primed plants. In primed plants, the change in oxylipin sensitivity (Fig. 9) in combination with lower OPDA availability and support of OPDA biosynthesis (Fig. 7) antagonized trigger-induced gene regulation during the early stages of triggering.

### Conclusions

We conclude that oxylipin-controlled priming of genes for oxylipin biosynthetic enzymes and tAPX-related priming-regulation of *ZAT10* are parallel processes that are independently controlled by cold-priming and quickly affect trigger-induced regulation of gene expression. The tAPX-mediated pathway is specific for cold-priming-dependent regulation of *ZAT10* and co-regulates genes such as *ZAT6* and *ZAT12* upon cold-triggering. In contrast, oxylipin-priming is a more general mechanism that functions in the cold and in the light after cold-priming. The oxylipin effect shares similarities with processes activated by dehydration-priming and priming by high light (Liu *et al.*, 2016; Crisp *et al.*, 2017), pointing to the existence of a central and general priming mechanism.

## Supplementary data

The following supplementary data are available at *JXB* online.

Fig. S1. Genotyping and characterization of the *OPR3* T-DNA insertion line SALK_201355.

Fig. S2. Relative transcript accumulation for 20 of the genes identified by Park *et al.* (2015) as ‘first-wave’ cold-induced genes and represented with an FPKM higher than 0.5 in our data set as observed after 30 min of cold-triggering.

Fig. S3. Transcript abundances of stress-responsive and reference genes as determined by qPCR to confirm the reliability of the RNA-seq data.

Fig. S4. Cluster analysis of genes with at least 1.5-fold changes in expression during both cold- and light-triggering as a result of priming (CL-clusters).

Fig. S5. Cluster analysis of genes with at least 1.5-fold changes in expression during cold-triggering as a result of priming, with weaker effects of light-triggering (C-clusters).

Fig. S6: Cluster analysis of genes with at least 1.5-fold changes in expression during light-triggering as a result of priming, with weaker effects of cold-triggering (L-clusters).

Table S1. Primers used for genotyping the transgenic plant lines.

Table S2. Primers used for qPCR analyses.

Table S3. Read numbers and alignment efficiencies in the RNA-seq samples.

Table S4. FPKM values for the eight constitutively expressed genes as obtained in the RNA-seq analysis.

Table S5. Analysis of the data set for genes differentially expressed by cold- and light-triggering.

Table S6. FPKM values for the 1860 genes that passed all the pre-selection criteria and the impact of priming and cold- or light-triggering on their expression.

Table S7. JA- and OPDA-regulated genes according to Hickman *et al.* (2017) and Taki *et al.* (2005) in the groups of genes showing priming regulation by cold-triggering only, light-triggering only, and both cold- and light-triggering.

Table S8. SA-induced genes in the CL-clusters 4, 7, and 8 according to Blanco *et al.* (2009).

erab314_suppl_Supplementary_Figures_S1-S6

erab314_suppl_Supplementary_Tables_S1-S8

## Data Availability

All RNA-seq data are available at NCBI-GEO (GSE162507; GSM4953095–GSM4953107). All other data supporting the findings of this study are available within the paper and within its supplementary materials published online.

## Abbreviations

ABA: abscisic acid
AOC: allene oxide cyclase
AOS: allene oxide synthase
CBF: C-repeat binding factor
FPKM: fragments per kilobase of exon per million reads mapped
iOE: inducible overexpression
iRNAi: inducible RNAi
JA: jasmonic acid
JA-Ile: jasmonate conjugated with isoleucine
KO: knock-out
LOX: lipoxygenase
OPDA: 12-oxo phytenoic acid
OPR3: 12-oxophytodeinoate reductase 3
qPCR: quantitative PCR
RNA-seq: RNA-sequencing
SA: salicylic acid
tAPX: thylakoid-bound ascorbate peroxidase
T-DNA: transfer DNA

How the deposited data were processed for this re-analysis (not part of the article)

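RNA-seq was analysed for 14 libraries of Arabidopsis thaliana Col-0 rosettes, 1 per condition. The conditions are control (C) and primed (P) plants before triggering (C0, P0) and after 30, 60 and 120 min of cold (4 °C) or high light (800 µmol m-2 s-1). Each library was made from a pool of 5 plants, was sequenced with 100 bp paired-end reads, and has no replicate. The quantitative PCR and oxylipin measurements of the study were not analysed here.

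The authors aligned the reads to the TAIR10 reference, with Bowtie2 and RSEM according to the paper and with HISAT2 2.1.0 according to the submitters' notes, and deposited 1 table of FPKM (fragments per kilobase of exon per M reads mapped) with 27861 genes and 14 columns. These values were taken as deposited, with no scaling between libraries and no pseudocount in the main choice. Gene names came from the AGI codes of the table, of which 27768 equal a locus tag of the TAIR10.1 annotation used for coordinates. At 0 in all libraries were 423 genes. Raw reads per library were 58.26 M to 89.86 M by Table S3, of which 96.29% to 97.12% were clean and 96.1% to 96.61% of those aligned. Depth was also read from the table itself. For genes whose smallest value above 0 is at least 0.1 FPKM and that are at 0 in 2 to 12 libraries, values are multiples of the FPKM of a single fragment (tolerance 2%), and the ratio of this depth to Table S3 was 0.981 to 1.02. No estimate of the variation between plants can be drawn from 1 library per condition, so ratios carry no error and no p-value.

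Genes with at least 0.5 FPKM in C0 and in P0 and a mean of at least 2 FPKM over the 14 libraries were analysed. The response to a trigger is C/C0 (P/P0 for primed plants), and the priming effect is P/C at the same time and trigger, with P0/C0 before triggering. The threshold was 1.5-fold, as in the study. Selected priming-regulated genes passed it in C/C0 and in P/C at any time, after removal of miscellaneous RNAs, hypothetical proteins and non-coding RNAs. They were classed by trigger into cold only, light only and both. Stronger and weaker regulated genes are those whose priming effect goes with or against their response. The overlap of cold and light is the share of genes with a priming effect under both triggers. Principal components were computed with NumPy on FPKM scaled to unit variance, over all genes above 0 in any library. Clusters were those of Table S6, which is held in full for parts A and B and for 262 of the genes of part C.

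Gene groups were read as 16 lists: JA biosynthesis, JA catabolism, JA signalling, JA-responsive defence, salicylic acid, abscisic acid, early cold transcription factors, COR genes, heat shock and protein repair, high light and flavonoids, aliphatic glucosinolates, indolic glucosinolates and tryptophan, circadian clock, touch and rapid wounding, photosynthesis, and the 8 reference genes of the study. The marker lists were 5: guard cells, phloem, roots, flowers and senescing leaves. For each list the median log2 ratio was ranked among 10000 random lists of equal size drawn from the same 20 bins of mean FPKM (seed 1). A percentile of 0 or 100 means that no random list lay beyond the median. These ranks treat genes as independent and say nothing about other plants. Some lists hold genes that the study had picked out from these libraries, such as 11 JA biosynthesis genes of CL-cluster 4. For such lists an extreme rank is no independent evidence. For dampening, genes responding at least 2-fold in control plants under the other trigger at the same time were used, with at least 20 genes per set, and the ratio of the median response of primed to control plants was taken. No ratio was taken where the control median was close to 0.

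Lists, filters, thresholds, comparisons and the alternatives in the closing section were chosen before the authors' FPKM table was examined. Excepted are those marked in that section as chosen afterwards. Genes named singly are every gene that the text or Tables 1, 3, S2 and S4 of the paper name with an AGI code. Members of the lists are given as counts with up to 6 examples. Named too are, for P0/C0, the cold response, the light response and the priming effect in cold and light, the 8 genes with the largest mean log2 ratio in each direction that pass the filters, reach 5 FPKM in a library and keep their direction at each time. Members whose name in the table belongs to another gene were dropped. The values of Table S4 and of the held parts of Table S6 had been seen when the lists and this rule were written. These values are FPKM of the same libraries.

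The alternatives were a 2-fold threshold, a pseudocount of 1 FPKM, a mean of at least 10 FPKM, no filter on the mean, scaling by the 8 reference genes or by the median ratio to C0, the priming effect counted from each group's own start as (P/P0)/(C/C0), other response filters, other transformations for the principal components, other gene sets for dampening, and leaving out each reference gene. The calculations were tested on simulated data of 15001 genes. Of 50 genes each planted 2-fold and 3-fold higher and lower at 60 min of cold, all 50 were found in each set, and 26 of 14801 unchanged genes (0.176%) passed 1.5-fold. The simulated noise followed the spread of P0/C0 by a measure that gives little weight to outlying genes. Between the actual P0 and C0 libraries 3.11% of genes passed 1.5-fold, so 0.176% is no rate of false calls for these libraries. A planted dampening of 0.7 came back as 0.675 to 0.696, a planted list as percentile 100 and an unchanged list as 78.3. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9 were used. Tables S7 and S8 were not used here.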

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

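All tests in this part were chosen after the results were seen.

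JA genes were lower in P0 than in C0, with a median of -0.72 over the 4 JA lists and 402 genes in all at least 1.5-fold lower. They are listed as a signal in data the paper did not analyse because, of these 2 libraries, its text reports the likeness of the whole transcriptomes, abscisic acid effects and 2 salicylic acid genes, and no JA genes. The paper's quantitative PCR of independently grown plants found MYC2 transcripts alike in both groups before triggering. That experiment also measured LOX2, LOX3, AOS, AOC2, JR1, JR2 and VSP2 at that time. From it the paper concludes that the attenuation of these genes was switched on during triggering. The paper also reports that JA concentrations were not lower in primed plants before triggering. Scaling between libraries is argued against, since the median lay at percentile 0 among matched random lists, which uneven scaling would leave in the middle. Touching or wounding of the control pool before harvest may have raised JA genes in C0, and stays open because the touch and rapid wounding list stood at -0.36, lower than 0 but by less than the JA lists. Time of harvest within the morning cannot be told apart either, with CCA1 and LHY 0.147 above the 3 later clock genes, and a lasting effect of the priming treatment itself remains open.

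Salicylic acid genes were higher in primed plants at 30 min of light (median 0.50) and lower at 120 min (-0.54), an untested difference between times, and at 30 min of cold they were at 0.68. Scaling between libraries is argued against, since the median at 30 min lay at percentile 100 among matched random lists under either trigger. More senescing leaves in the primed pools might raise such genes, and this stays open because the markers of senescing leaves had a median of 0.089 over 3 genes that go different ways. Differences between pools of plants that are not due to priming stay open too, with the list at -0.34 in P0 before any trigger.

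The following were picked out because a difference between groups of libraries turned its sign, and none of these differences was tested. JA biosynthesis had a median priming effect of 0.30 at 30 min and -0.70 at 60 min of light. JA catabolism went from 0.93 to -1.11 over the same interval. The early cold transcription factors stood at 0.36 at 30 min and -0.79 at 60 min of light. Touch and rapid wounding genes stood at 0.37 and -0.69 at these times. Aliphatic glucosinolate genes had 0.57 at 30 min of cold and -0.24 at 30 min of light.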

How the results depend on the processing

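Chosen after seeing the data were the settings without a filter on FPKM at all, without a time point, with stronger regulated genes counted from each group's own start or with types removed, with a response in P/C0, and with genes picked on both plant groups. In parentheses stands the value of the choices used in the text. Where a value changed, the cause was not tested unless the setting itself removes genes or times. A median or single-gene value is called moved when it shifts by more than the SD of log2 P0/C0 over all genes, and a count when it shifts by more than 1.5 times. With median ratio scaling none of 34 counts moved. Scaling shifts all genes of a comparison alike, by at most 0.078 with median ratios and 0.230 with reference genes, so no median or single-gene value could be called moved by it. Of 156 single-gene values past 1.5-fold, 155 stayed past it with median ratios, 153 with reference genes and 141 with a pseudocount. Reference gene scaling left 32 counts in place and moved 2: 532 (805) genes lower at 30 min of cold and 189 (312) genes higher in primed plants at 60 min of cold. A pseudocount kept 146 list medians and 202 single-gene values and moved 21 of the latter. No response filter, and a response in C/C0 or P/P0, kept all 16 counts. The ratio of the reference genes kept its value without each gene in turn. Adding 1 FPKM or raising the minimum leaves fewer weak genes by construction, and the effect of depth on them was not tested.

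With 1 FPKM added, genes past the threshold numbered 29 (64) higher and 252 (402) lower in P0 than in C0. Against C0, control plants had 445 (805) lower at 30 min of cold and 428 (660) lower at 60 min of cold. Priming effects in the cold were 217 (416) higher at 30 min, 191 (312) higher at 60 min and 47 (118) higher and 114 (180) lower at 120 min. Those in the light were 54 (118) lower at 30 min, 142 (235) higher and 355 (561) lower at 60 min and 148 (320) higher at 120 min. There were 76 (135) stronger regulated genes in the cold, 372 (617) weaker regulated genes in the cold and 185 (320) stronger regulated genes in the light. This left 1110 (1718) selected genes, 223 (336) genes of the class cold only and 334 (560) genes of the class both triggers. The overlap in percent was 14.4 (17.1) at 30 min. Ratios of primed to control response were 2.01 (1.74) at 30 min of light for induced genes and 0.288 (0.178) at 60 min of cold, 0.226 (0.377) at 30 min and 0.766 (0.686) at 120 min of light for repressed genes. List and cluster medians that moved were JA-responsive defence (-0.99 (-1.26) before triggering), CL-cluster 1 (0.68 (0.94) at 120 min of cold), CL-cluster 5 (0.57 (0.83) at 30 min of cold) and CL-cluster 10 (0.53 (0.83) at 120 min of light).

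Without a filter on mean FPKM, genes past the threshold numbered 167 (64) higher and 657 (402) lower in P0 than in C0. Against C0, control plants had 1810 (805) lower at 30 min of cold, 1223 (660) lower at 60 min of cold and 2075 (1345) lower at 120 min of cold. High light gave 1687 (1037) lower at 30 min. Priming effects in the cold were 988 (416) higher and 238 (143) lower at 30 min, 610 (312) higher and 574 (336) lower at 60 min and 393 (118) higher and 361 (180) lower at 120 min. Those in the light were 585 (343) higher and 373 (118) lower at 30 min, 490 (235) higher and 935 (561) lower at 60 min and 641 (320) higher at 120 min. There were 244 (135) stronger regulated genes in the cold, 1378 (617) weaker regulated genes in the cold, 537 (320) stronger regulated genes in the light and 1591 (931) weaker regulated genes in the light. This left 2963 (1718) selected genes, 699 (336) genes of the class cold only and 1080 (560) genes of the class both triggers.

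With a mean of at least 10 FPKM, which removes genes by construction, genes past the threshold numbered 12 (64) higher and 167 (402) lower in P0 than in C0. Against C0, control plants had 299 (607) higher and 175 (805) lower at 30 min of cold, 476 (964) higher and 233 (660) lower at 60 min of cold and 608 (1194) higher and 541 (1345) lower at 120 min of cold. High light gave 292 (598) higher and 406 (1037) lower at 30 min, 820 (1518) higher and 719 (1582) lower at 60 min and 1080 (1989) higher and 1227 (2555) lower at 120 min. Priming effects in the cold were 87 (416) higher and 69 (143) lower at 30 min, 93 (312) higher and 172 (336) lower at 60 min and 17 (118) higher and 68 (180) lower at 120 min. Those in the light were 146 (343) higher and 18 (118) lower at 30 min, 82 (235) higher and 190 (561) lower at 60 min and 101 (320) higher and 270 (566) lower at 120 min. There were 44 (135) stronger regulated genes in the cold, 207 (617) weaker regulated genes in the cold, 127 (320) stronger regulated genes in the light and 368 (931) weaker regulated genes in the light. This left 643 (1718) selected genes, 95 (336) genes of the class cold only, 334 (822) genes of the class light only and 214 (560) genes of the class both triggers. The overlap in percent was 25.5 (22.2) at 60 min.

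At 2-fold, a stricter threshold by construction, genes past the threshold numbered 17 (64) higher and 115 (402) lower in P0 than in C0. Against C0, control plants had 242 (607) higher and 161 (805) lower at 30 min of cold, 497 (964) higher and 126 (660) lower at 60 min of cold and 635 (1194) higher and 393 (1345) lower at 120 min of cold. High light gave 279 (598) higher and 312 (1037) lower at 30 min, 831 (1518) higher and 620 (1582) lower at 60 min and 964 (1989) higher and 1096 (2555) lower at 120 min. Priming effects in the cold were 78 (416) higher and 30 (143) lower at 30 min, 62 (312) higher and 124 (336) lower at 60 min and 26 (118) higher and 41 (180) lower at 120 min. Those in the light were 100 (343) higher and 20 (118) lower at 30 min, 50 (235) higher and 114 (561) lower at 60 min and 62 (320) higher and 249 (566) lower at 120 min. There were 22 (135) stronger regulated genes in the cold, 165 (617) weaker regulated genes in the cold, 72 (320) stronger regulated genes in the light and 312 (931) weaker regulated genes in the light. This left 468 (1718) selected genes, 80 (336) genes of the class cold only, 238 (822) genes of the class light only and 150 (560) genes of the class both triggers. The overlap in percent was 11.8 (17.1) at 30 min, 15.9 (22.2) at 60 min and 11.5 (17.0) at 120 min.

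With no filter on FPKM at all (chosen after seeing the data), control plants had 1674 (607) higher and 3275 (805) lower at 30 min of cold, 2405 (964) higher and 2251 (660) lower at 60 min of cold and 2613 (1194) higher and 3240 (1345) lower at 120 min of cold. High light gave 1890 (598) higher and 2880 (1037) lower at 30 min, 3056 (1518) higher and 3470 (1582) lower at 60 min and 3680 (1989) higher and 4499 (2555) lower at 120 min. Without the 60 min time point the class both triggers held 311 (560) genes, and without the 120 min time point the class light only held 547 (822), by construction from fewer times (chosen after seeing the data).

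Counted from each group's own start, priming effects in the cold were 934 (416) higher and 90 (143) lower at 30 min, 684 (312) higher and 165 (336) lower at 60 min and 465 (118) higher and 108 (180) lower at 120 min. Those in the light were 841 (343) higher at 30 min, 520 (235) higher at 60 min and 663 (320) higher and 360 (566) lower at 120 min. There were 229 (135) stronger regulated genes in the cold. This left 867 (560) genes of the class both triggers. The overlap in percent was 28.4 (17.1) at 30 min. It stayed at 22.2 at 60 min and 16.8 at 120 min.

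List medians counted from each group's own start, of which 6 turned their sign past the threshold (JA catabolism at 30 and 120 min of cold, JA signalling at 60 min of cold and 120 min of light, and JA-responsive defence at 120 min of cold and 60 min of light), moved as follows. JA biosynthesis had 0.036 (-0.22) at 30 min, -0.28 (-0.86) at 60 min and -0.11 (-0.39) at 120 min of cold, and -0.27 (-0.70) at 60 min and -0.42 (-1.13) at 120 min of light. JA catabolism had 0.54 (-0.64) at 30 min, -0.41 (-1.33) at 60 min and 0.042 (-0.94) at 120 min of cold, and 1.73 (0.93) at 30 min, -0.059 (-1.11) at 60 min and -0.69 (-1.83) at 120 min of light. JA signalling had 0.25 (-0.52) at 30 min, 0.20 (-0.65) at 60 min and 0.25 (-0.39) at 120 min of cold, and 0.81 (0.26) at 30 min, 0.36 (-0.38) at 60 min and 0.15 (-0.59) at 120 min of light. JA-responsive defence had 1.21 (-0.47) at 30 min, -0.42 (-1.34) at 60 min and 0.30 (-0.74) at 120 min of cold, and 1.83 (0.31) at 30 min, 0.55 (-0.89) at 60 min and -0.83 (-2.35) at 120 min of light. Salicylic acid genes had 1.24 (0.68) at 30 min, 0.97 (0.46) at 60 min and 0.32 (-0.15) at 120 min of cold, and 0.86 (0.50) at 30 min, -0.029 (-0.32) at 60 min and -0.067 (-0.54) at 120 min of light. Abscisic acid genes had -0.047 (-0.29) at 60 min of light. Early cold transcription factors had 0.60 (0.36) at 30 min and 0.087 (-0.29) at 120 min of light. High light and flavonoid genes had 0.11 (-0.16) at 30 min, 0.11 (-0.14) at 60 min and 0.072 (-0.21) at 120 min of light. Aliphatic glucosinolates had 1.05 (0.57) at 30 min, 0.45 (-0.040) at 60 min and 0.45 (0.057) at 120 min of cold, and 0.20 (-0.24) at 30 min, 0.18 (-0.25) at 60 min and 0.55 (0.11) at 120 min of light. Indolic glucosinolates and tryptophan had 0.46 (0.11) at 30 min, -0.064 (-0.42) at 60 min and 0.21 (-0.19) at 120 min of cold, and 0.33 (-0.019) at 30 min, -0.075 (-0.49) at 60 min and -0.34 (-0.74) at 120 min of light. Touch and rapid wounding genes had 0.31 (-0.0085) at 30 min, 0.48 (0.24) at 60 min and -0.10 (-0.37) at 120 min of cold, and 0.63 (0.37) at 30 min, -0.16 (-0.69) at 60 min and -0.030 (-0.38) at 120 min of light. Phloem markers had 0.13 (-0.18) at 60 min of cold. The root marker had 1.097 (0.099) at 30 min, 0.63 (-0.37) at 60 min and 1.02 (0.025) at 120 min of cold, and 0.42 (-0.58) at 30 min, 1.82 (0.83) at 60 min and 0.44 (-0.56) at 120 min of light. Together, the 4 JA lists had 0.18 (-0.50) at 30 min, -0.054 (-0.89) at 60 min and 0.067 (-0.47) at 120 min of cold, and 0.99 (0.30) at 30 min, -0.015 (-0.69) at 60 min and -0.23 (-1.06) at 120 min of light. Unmoved were 60 list medians.

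Cluster medians on the same scale moved too. CL-cluster 1 had 0.69 (0.94) at 120 min of cold. CL-cluster 4 had 0.32 (-0.29) at 30 min, -0.30 (-0.84) at 60 min and 0.11 (-0.48) at 120 min of cold, and 0.84 (0.18) at 30 min, -0.035 (-0.66) at 60 min and -0.41 (-1.07) at 120 min of light. CL-cluster 5 had -0.29 (-0.54) at 60 min of light. CL-cluster 6 had 0.31 (0.63) at 60 min of light. CL-cluster 7 had 0.54 (0.17) at 60 min of cold, and 0.70 (0.43) at 30 min of light. CL-cluster 8 had 1.28 (0.79) at 30 min, 0.94 (0.64) at 60 min and 0.31 (-0.027) at 120 min of cold, and 0.99 (0.72) at 30 min, -0.018 (-0.35) at 60 min and 0.071 (-0.25) at 120 min of light. CL-cluster 9 had 0.67 (0.43) at 120 min of cold, and 0.29 (0.042) at 30 min of light. C-cluster 1 had 0.097 (-0.16) at 60 min of light. C-cluster 4 had 1.14 (0.69) at 30 min, 0.44 (-0.00083) at 60 min and 0.68 (0.38) at 120 min of cold, and 0.30 (0.066) at 30 min and 0.37 (-0.039) at 120 min of light. C-cluster 5 had 0.19 (-0.068) at 60 min of light. C-cluster 6 had 0.069 (-0.19) at 60 min of light. C-cluster 7 had 0.0047 (-0.49) at 30 min, -0.16 (-0.63) at 60 min and 0.12 (-0.33) at 120 min of cold, and 0.51 (0.11) at 30 min, 0.20 (-0.25) at 60 min and 0.25 (-0.16) at 120 min of light. Unmoved were 69 cluster medians.

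Single genes that turned their sign from their own start were AOC2 at 60 min of light (0.099, -0.73 in the text), AOC3 at 60 min of cold (0.42, -0.83 in the text), ERF-1 at 30 min of cold (0.63, -0.97 in the text), ERF-1 at 60 min of cold (1.01, -0.60 in the text), HPL1 at 120 min of light (0.21, -0.81 in the text) and JAM1 at 60 min of cold (0.20, -0.68 in the text). Others were JAZ1 at 60 min of cold (0.66, -0.66 in the text), JAZ10 at 60 min of cold (0.33, -1.54 in the text), JAZ5 at 60 min of cold (0.34, -1.21 in the text), JAZ5 at 60 min of light (0.56, -0.99 in the text), JAZ9 at 30 min of cold (0.29, -1.04 in the text) and JAZ9 at 60 min of cold (0.16, -1.17 in the text). So were JOX2 at 30 min of cold (0.52, -0.85 in the text), JOX2 at 60 min of light (0.36, -1.01 in the text), OPCL1 at 120 min of light (0.49, -0.70 in the text), OPCL1 at 60 min of cold (0.19, -1.003 in the text), OPR3 at 30 min of cold (0.16, -1.16 in the text) and OPR3 at 60 min of light (0.63, -0.69 in the text). Further ones were ZAT12 at 120 min of light (0.093, -0.74 in the text). Of the other single-gene values 113 moved without turning and 69 stayed.

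Past 1.5-fold in the text and inside it from each own start were ADS1 at 120 min of light (0.14), AOC1 at 60 min of cold (-0.49), AOC2 at 60 min of cold (-0.24), AOC3 at 120 min of light (-0.028), AOS at 60 min of light (-0.45), ASA1 at 60 min of cold (-0.17), BAP1 at 60 min of cold (0.076), CBF1 at 30 min of light (0.29), CYP79B3 at 60 min of cold (-0.30) and CYP81F4 at 60 min of cold (-0.48). To these belong DFR at 60 min of cold (-0.22), ELF3 at 60 min of cold (-0.40), GGP1 at 60 min of light (-0.46), GOLS3 at 30 min of light (0.57), HPL1 at 60 min of cold (-0.46), HSFC1 at 60 min of light (-0.54), JAZ3 at 60 min of cold (-0.11), JAZ3 at 60 min of light (-0.38), JAZ7 at 30 min of cold (-0.15) and JR1 at 60 min of cold (-0.39). Added to them are LDOX at 60 min of cold (-0.17), LONG-FATTY-ACID-2 at 60 min of light (-0.40), LOX3 at 120 min of cold (-0.29), LOX3 at 30 min of cold (-0.30), LOX4 at 60 min of cold (-0.53), MYB34 at 60 min of cold (-0.52), OPR3 at 120 min of light (-0.17), OPR3 at 60 min of cold (-0.33), ORA59 at 60 min of cold (-0.36) and PAP1 at 30 min of cold (-0.056). The rest are RD29A at 120 min of light (0.58), SOT16 at 60 min of light (-0.33), TIR-NBS at 60 min of light (-0.40), VSP1 at 60 min of cold (-0.51), WRKY18 at 60 min of cold (-0.33), WRKY6 at 60 min of light (-0.38), ZAT12 at 60 min of light (-0.22) and ZAT6 at 60 min of light (-0.44).

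The first principal components held 44.8 (24.6)% and 20.4 (15.0)% with log2(FPKM + 1) centred, and 33.4 (24.6)% and 18.0 (15.0)% with genes of mean FPKM of at least 2. Ratios of primed to control response also depend on the genes used. Every way of picking these genes uses the C0 library, as does the control response. Sets of fewer than 20 genes, or with a control median close to 0, gave no ratio. The latter left out the 311 repressed genes at 30 min of cold, with medians of -0.0092 in control and 0.251 in primed plants. With genes responding at least 1.5-fold they were 1.26 (1.73) at 30 min and 1.69 (1.26) at 120 min of cold, 2.91 (1.74) at 30 min, 0.86 (0.784) at 60 min and 1.07 (0.985) at 120 min of light for induced genes and 0.102 (0.178) at 60 min of cold, 0.574 (0.377) at 30 min and 0.519 (0.686) at 120 min of light for repressed genes. Picking genes at 30 min of the same trigger gave 1.18 (0.968) at 60 min and 1.03 (1.26) at 120 min of cold, 1.01 (0.784) at 60 min and 1.24 (0.985) at 120 min of light for induced genes and 0.112 (0.178) at 60 min and 0.0174 (0.84) at 120 min of cold, 0.893 (0.576) at 60 min and 0.87 (0.686) at 120 min of light for repressed genes. When picked at 60 min, they gave 1.24 (1.73) at 30 min and 1.09 (1.26) at 120 min of cold, 1.99 (1.74) at 30 min of light for induced genes and 1.12 (0.377) at 30 min and 0.811 (0.686) at 120 min of light for repressed genes. When picked at 120 min, the ratios were 1.19 (1.73) at 30 min and 1.11 (0.968) at 60 min of cold, 2.60 (1.74) at 30 min and 0.99 (0.784) at 60 min of light for induced genes and 0.713 (0.178) at 60 min of cold, 0.99 (0.377) at 30 min and 1.03 (0.576) at 60 min of light for repressed genes. Picked on both plant groups under the other trigger (chosen after seeing the data), genes gave 2.11 (1.73) at 30 min, 1.04 (0.968) at 60 min and 1.36 (1.26) at 120 min of cold, 4.39 (1.74) at 30 min, 0.963 (0.784) at 60 min and 1.07 (0.985) at 120 min of light for induced genes and 0.348 (0.178) at 60 min of cold, 0.0117 (0.377) at 30 min, 0.843 (0.576) at 60 min and 0.798 (0.686) at 120 min of light for repressed genes.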

Differences from the paper's values

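Alternatives named here were set before the authors' FPKM table was examined, except where a sentence says otherwise.

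The first principal component held 24.6% of the variance, and the paper's value is 37.6%. With log2(FPKM + 1) scaled to unit variance (25.1%), with log2(FPKM + 1) centred only (44.8%) and with genes of a mean FPKM of at least 2 (33.4%), the values lie within 1.5 times of the paper's.

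Stronger regulated genes in the cold numbered 135, and the paper's number is 10. None of the alternatives comes within 1.5 times of it: 76 with a pseudocount, 244 without a filter on the mean, 44 with a mean of at least 10 FPKM, 22 with a 2-fold threshold, 124 with reference gene scaling and 134 with median ratio scaling. Nor do 229 genes counted from each group's own start and 109 with types removed, which were chosen after seeing the values.

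For light at 60 min, Table S5 of the paper counts 9245 genes as lower (the paper's value), and here 1582 passed 1.5-fold. All alternatives stay apart from it: 1252 with a pseudocount, 2318 without a filter on the mean, 719 with a mean of at least 10 FPKM, 620 with a 2-fold threshold, 1897 and 1468 with the scalings, and 3470 with no filter on FPKM at all, which was chosen after seeing the values. The same table counts 3059 genes as higher at that time (the paper's value), against 1518 here, 1352 with a pseudocount, 1811 without a filter on the mean, 820 with a mean of at least 10 FPKM, 831 with a 2-fold threshold, and 1352 and 1613 with the scalings, all of which differ. With no filter on FPKM at all, a setting chosen after seeing the values, 3056 genes were higher; how many of the genes of Table S5 it drops was not tested, because that table was read for its counts. The count of genes higher at 60 min of cold was 964 in both.

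Selected priming-regulated genes numbered 1718, and the paper's number is 1860, which is within 1.5 times. With a response in C/C0 or P/P0 the count was 1882, in classes of 376, 907 and 599 genes. With a response in C/C0 or P/C0, chosen after seeing the values, it was 1857, in classes of 362, 899 and 596, and of the genes of Table S6 used here this setting drops 27.

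The paper's text gives a range of reads, not named as raw, that differs from the raw reads of its Table S3, and the range used here is that of the table. The paper places the largest difference between primed and control plants at 60 min. In the cold this was so here, while in the light the SD of log2 P/C was 0.322 at 60 min and 0.359 at 120 min, and the distance between the libraries in the principal components 47.8 and 58.0. It describes higher transcript levels in primed plants at 30 min as a feature of light above all, where 343 genes were higher here, with 416 in the cold. The order of light and cold depends on the processing: light had more with reference gene scaling (336 and 310), a pseudocount (233 and 217), a mean of at least 10 FPKM (146 and 87) and a 2-fold threshold (100 and 78), and fewer with median ratio scaling (359 and 368), without a filter on the mean (585 and 988) and counted from each group's own start (841 and 934). MYC2 is described as hardly expressed and alike in both groups before triggering, and here it had 65.8 FPKM in C0 and 23.5 in P0. The paper's statement rests on quantitative PCR of independently grown plants, another method and other samples. ERF5 and WRKY6 are described as quick to respond to light together with DREB2A, and at 30 min ERF5 stood at -0.23, WRKY6 at 0.67 and DREB2A at 4.97. ZAT6, ZAT10 and ZAT12 are described as higher in primed plants at 30 min of light, which was also seen here, and as not or only slightly lower later, while at 60 min they were at -0.74, -0.68 and -1.06 here. From each group's own start ZAT6 (-0.44) and ZAT12 (-0.22) were inside the limit at 60 min, and ZAT10 was not. In part C of Table S6 the logarithms are to base 10, and the columns for light are shifted so that the first holds P0/C0. Hypothetical proteins among the selected genes numbered 132, and the paper's number is 147.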

Other observations

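The tests of the heat shock genes were chosen after the results were seen, and genes not covered by the rule for named genes were chosen after their values were seen.

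Heat shock and protein repair genes rose in control plants at 30 min of light (median 4.33) and were higher still in primed plants (1.23). Scaling between libraries is argued against by percentile 100 among matched random lists at 30 and 120 min. A higher light dose on the primed pool would raise the response of other responding genes. At 120 min their ratio of primed to control response was 0.920. This cannot exclude a higher dose, because genes regulated more weakly in primed plants, 609 at this time, can pull the ratio down. Induced genes picked at 30 min of light gave 1.24 at 120 min. At 30 min the ratio of other responding genes was 1.29, so a higher dose could account for the difference at this time. Leaf temperature and priming itself were not tested.

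Clock genes moved during the cold, which cannot be told apart from time of day, since untriggered plants were harvested only at the start. TOC1 rose in control plants within 120 min of cold from 2.33 to 15.3 FPKM, GI from 7.09 to 41.5 and LUX from 5.26 to 27.6. Of 10 measured clock genes 7 were higher and 2 lower than in C0 (median 1.29). Between primed and control plants ELF3 passed 1.5-fold at 60 min of cold (-0.61) and LUX at 120 min of light (-1.02), and no other of these genes did at any time. The list medians there were -0.09 and 0.05. Of 12 touch and rapid wounding genes, 11 rose within 30 min of cold in control plants (median 1.20). In primed plants 4 of them were higher at 30 min of light, 7 lower at 60 min and 4 lower at 120 min. In the cold 3 were higher and 3 lower at 60 min (median 0.24). The early cold transcription factors had priming effects of 0.09, -0.02 and -0.15 in the cold, with -0.13 in P0. In the light 6 of 21 were higher in primed plants at 30 min, 15 lower at 60 min, and 3 higher and 5 lower at 120 min.

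DFR and LDOX, which act late in anthocyanin synthesis, were lower in primed plants before triggering (-1.53 and -1.38) and at 60 min of cold (-1.75 and -1.55). Of 14 genes of high light and flavonoids 3 were lower and 1 higher in P0 (median -0.16). The list medians were -0.30, -0.06 and 0.02 in the cold and -0.16, -0.14 and -0.21 in the light. None of 18 photosynthesis genes passed 1.5-fold between primed and control plants, and the median furthest from 0 was 0.20, at 60 min of light. None of the 8 reference genes passed it either, with -0.05 in P0. Guard cell markers had -0.08 in P0 over 3 genes. Of 3 phloem markers 2 fell at 30 min of cold in control plants (median -0.80) and 2 were higher in primed plants (0.61). PYK10, the single root marker with enough transcript, was lower in P0 (-0.997), and no flower marker passed the filters. Among the markers of senescing leaves SAG13 was higher in primed plants at 30 min, with 1.18 in the cold and 1.86 in the light, and the list median in the cold was 0.16.

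Several further genes had large mean ratios over the times of a trigger. Over the 3 times of light, AT5G61590 (an AP2/ERF-type factor, -4.11) and the autophagy gene ATG8E (-3.64) fell in control plants. In primed plants AT5G26690 was higher in the cold (1.46), while LTP4 (-1.91) and PDF1.2b (-1.57) were lower. In the light LpxC4 (2.40), HSA32 (1.23) and the non-coding RNA AT2G08665 (4.08) were higher, while AT4G17470 (-1.49) and GRP9 (-1.45) were lower. The non-coding RNA AT3G03145 stood at -2.92 in P0. AT1G53885 and AT1G53903 carry identical values in all libraries, as do ATCG00920 and ATCG01210, so neither pair can be read as separate genes.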
